# Comparative Analysis of Gene Expression Profiles in the Adipose Tissue of Obese Adult Mice With Rapid Infantile Growth After Undernourishment *In Utero*

**DOI:** 10.3389/fendo.2022.818064

**Published:** 2022-02-24

**Authors:** Misako Suzuki, Yukiko Kohmura-Kobayashi, Megumi Ueda, Naomi Furuta-Isomura, Masako Matsumoto, Tomoaki Oda, Kenta Kawai, Toshiya Itoh, Madoka Matsuya, Megumi Narumi, Naoaki Tamura, Toshiyuki Uchida, Kazuki Mochizuki, Hiroaki Itoh

**Keywords:** obesity, pregnancy, adipose tissue, inflammation, catch-up growth, Developmental Origins of Health and Disease (DOHaD), low birth weight, macrophage

## Abstract

Rapid infantile growth (RG) markedly increases the risk of obesity and metabolic disorders in adulthood, particularly among neonates born small. To elucidate the molecular mechanisms by which RG following undernourishment *in utero* (UN) contributes to the deterioration of adult fat deposition, we developed a UN mouse model using maternal energy restriction, followed by RG achieved by adjustments to 4 pups per litter soon after birth. A high-fat diet (HFD) was fed to weaned pups treated or not (Veh) with tauroursodeoxycholic acid (TU). UN-RG pups showed the deterioration of diet-induced obesity and fat deposition, which was ameliorated by TU. We performed a microarray analysis of epididymal adipose tissue and two gene enrichment analyses (NN-Veh *vs* UN-RD-Veh and UN-RG-Veh *vs* UN-RG-TU). The results obtained identified 4 common gene ontologies (GO) terms of inflammatory pathways. In addition to the inflammatory characteristics of 4 GO terms, the results of heatmap and principal component analyses of the representative genes from 4 GO terms, genes of interest (GOI; *Saa3, Ubd, S100a8, Hpx, Casp1, Agt, Ptgs2*) selected from the 4 GO terms, and immunohistochemistry of macrophages collectively suggested the critical involvement of inflammation in the regulation of fat deposition in the responses to UN and TU. Therefore, the present results support the ‘Developmental Origins of Metaflammation’, the last word of which was recently proposed by the concept of metabolic disorders induced by low-grade systemic inflammation.

## Introduction

We are in the midst of a worldwide obesity epidemic. The global prevalence of obesity has doubled since 1980 (1) and is now an international public health issue (2). Obesity is frequently associated with impaired glucose tolerance, dyslipidemia, and hypertension, and the combination of these metabolic disorders is associated with atherosclerosis-related diseases. Therefore, the concept of metabolic syndrome has been proposed (3). Increasing evidence has demonstrated that environmental disruptions in the early susceptible period affect health and promote a predisposition to non-communicable diseases (NCDs) in later life, based upon which the concept of the Developmental Origins of Health and Disease (DOHaD) was established (4, 5). Eriksson et al. (2001) identified a high body mass index (BMI) at 7 years old as a risk factor for adult obesity with low-birth weights in 3,659 individuals born at Helsinki University Hospital between 1924 and 1933 (6). Ong et al. conducted systematic reviews and demonstrated that rapid infantile weight gain was consistently associated with an increased risk of obesity later in life (7). Ekelund et al. (2007) showed that rapid infantile weight gain was associated with clustered metabolic disruptions in 128 affected individuals at the age of 17 years (8). Martin et al. (2017) performed a systemic review and found that longer-term health outcomes found catch-up growth were associated with a higher body mass, BMI, or cholesterol in later life; however, catch-up growth following low birth weight may have short-term benefits for individuals with low birth weight (9). Singhal et al. (2017) reported that growth acceleration in healthy infants born at term (either normal or small for gestation) may be associated with an increased long-term risk of obesity and NCDs; however, the benefits of rapid infant weight gain for later neurodevelopment supports its encouragement in infants born preterm (10). These findings led us to the concept that rapid infantile growth (RG) in term newborns, particularly with low-birth weights, is causatively associated with a predisposition to obesity and metabolic syndrome in later life. However, to the best of our knowledge, the underlying molecular mechanisms by which RG in small newborns programs a predisposition to the deterioration of fat deposition have not yet been elucidated. Indeed, risk of NCDs resulted from RG in small newborns applies well to ‘Mismatch hypothesis’ (11) (12), one of central hypotheses of DOHaD theory. In the present study, we hypothesized the presence of specific pattens in gene expression profiles of the adipose tissue of pups with RG and undernutrition *in utero* (UN).

We established a mouse model of UN using maternal energy restriction, which develops the phenotypes of various NCDs (13–15), and subsequently demonstrated that diet-induced fat deposition in adipose tissue and the liver was significantly greater in UN pups than in normal nutrition (NN) pups (13, 16–18). Oral treatments with the hydrophilic secondary bile acid tauroursodeoxycholic acid (TUDCA), an endoplasmic reticulum (ER) stress alleviator, markedly ameliorated developmentally-induced hepatic steatosis in UN pups, but not in NN pups (17, 18). Therefore, modifications to this animal model of UN are promising for investigating the effects of RG on developmentally-programed fat deposition and its amelioration by TUDCA (TU).

The overall aim of the present study was to examine the characteristics of gene expression profiles associated with the changes in the amount of adult adipose tissue deposition, i.e. deteriorations induced by RG after UN and improvements by TU. The specific objectives of the present study were 1) to develop a mouse model of RG soon after birth by reducing the number of pups per litter to 4 pups (UN-RG) compared to 8 pups per litter for NN, 2) to investigate the effects of TU on UN-RG pups and NN pups fed a high-fat diet (HFD), 3) to perform a microarray analysis followed by a gene enrichment analysis of epididymal fat tissues (NN-Veh *vs* UN-RG-Veh and UN-RG-Veh *vs* UN-RG-TU) in order to identify common gene ontologies (GO) terms, 4) to conduct heatmap and principal component analyses of the common GO identified, 5) to identify genes of interest (GOI) from these GO terms and subject them to quantitative RT-PCR, and 6) to immunohistochemically assess the infiltration of macrophages in epididymal adipose tissue in consideration of the characteristics of the GO terms and GOI identified.

## Materials and Methods

### Mouse Model of UN-RG

The procedures used are shown in **Figures 1A, B**. We modified our previously reported animal model of maternal energy restriction (13, 14, 16–19) such that pups were subjected to RG during the lactation period until weaning (19.5 d) following UN by maternal energy restriction. In brief, pregnant C57Bl/6 NCrSlc mice were purchased at 7.5 days post coitum (dpc) from Japan SLC, Inc. (Hamamatsu, Japan) and housed individually with free access to water under a 12-h light/dark cycle in a specific-pathogen free facility. There was no symptom of infection in dams and pups all through the experiment. Regular chow (formula number D06121301, Research Diets Inc., New Brunswick, NJ) was grinded into a fine powder and placed into a feeding basket (SN-950; Shimano Manufacturing, Co., Ltd., Tokyo, Japan). Dams were divided into two groups at 11.5 dpc. The NN group was fed powdered regular chow *ad libitum* (20 dams). Based on data obtained on the previous day, the daily energy intake of the UN group (20 dams) was restricted to 60% that of NN dams from 11.5 dpc to the day before the delivery of pups (17.5 dpc). In the morning of 18.5 dpc, 2.5 g of powdered standard diet was supplied to UN dams, followed by 3.5 g of extra food in the evening of 18.5 dpc just before the night of parturition to prevent the consumption of pups. NN and UN dams were both fed *ad libitum* after delivery, with powdered chow being changed to sticks 2.5 days after delivery.

**Figure 1:**
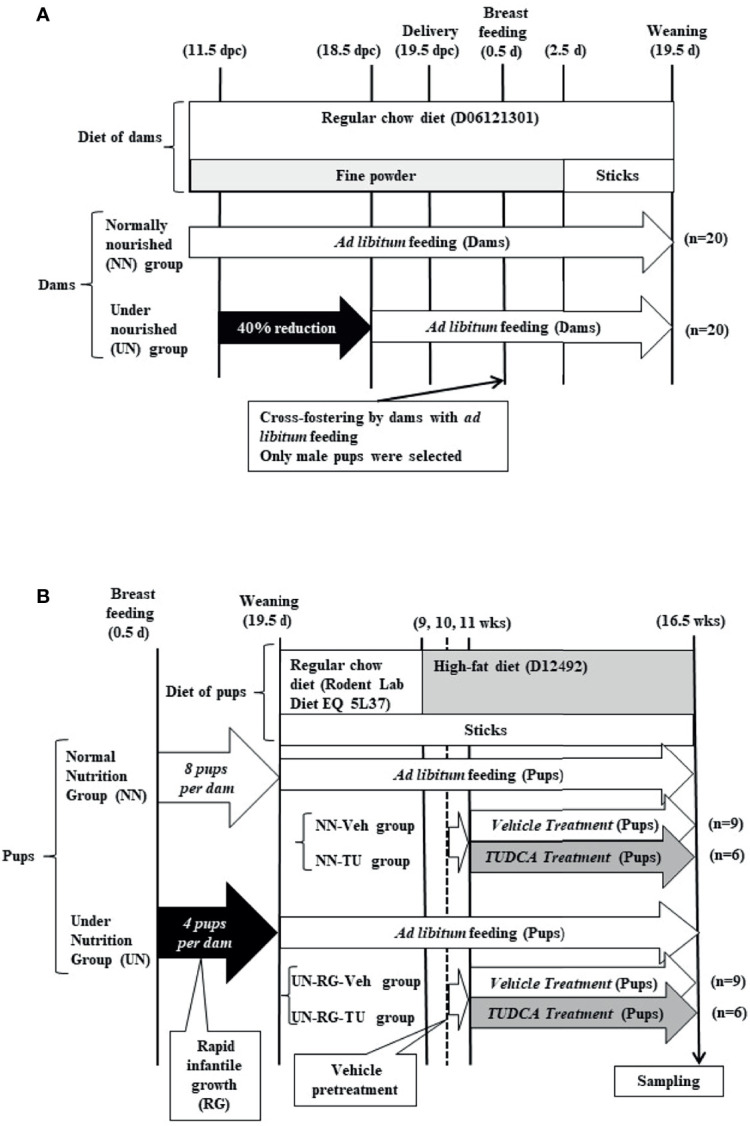
Schematic illustration of experimental procedures in dams **(A)** and pups **(B)**.

The same dams nursed pups. In UN dams, the number of pups was adjusted to 4 per litter at 1.5 days of age (d) for the purpose of inducing RG during the lactation period (UN-RG pups; 60 randomly selected pups)(**Figure 1B**). In NN dams, the number of pups was adjusted to 8 per litter at 1.5 d as the control (NN pups; 60 randomly selected pups)(**Figure 1B**). Male pups were selected, and female pups were only included when matching odd numbers of 4 or 8 per litter. Rodent Lab Diet EQ 5L37 (Japan SLC, Inc., Hamamatsu, Japan) was supplied after weaning. A HFD containing 60% lipids (formula number D12492, Research Diets Inc.) was supplied to all pups from 9 to 16.5 wks. At 9 wks, we randomly selected 15 pups each from NN pups and UN-RG pups (a total of 30 pups). Between 11 and 16.5 wks, TUDCA (Merck Japan Ltd., Tokyo, Japan) (TU) or vehicle distilled water (Veh) was orally administered by gastric lavage at 0.5 g/kg body weight per day as previously described (17, 18), resulting in four groups, i.e. NN-Veh (n=9), NN-TU (n=6), UN-RG-Veh (n=9), and UN-RG-TU (n=6) groups (**Figure 1B**).

All experimental procedures were conducted in accordance with standards of humane animal care and approved by the Animal Research Committee, Hamamatsu University School of Medicine (H20-014).

### Tissue Sampling

At 16.5 wks of age, all pups in the independent experimental cohort were decapitated and samples of blood and epididymal adipose tissue were collected. Sampling was systematically performed from 9:00AM to 3:00PM under feeding by a trained technician blinded to the study. To measure adipose tissue weights, we used a GX-600 (A&D Company, Limited, Tokyo, Japan) with a minimum weighing value of 0.001g and standard deviation of 0.001 g. Some samples of adipose tissue were fixed in 10% formaldehyde (0.1 M sodium cacodylate buffer, pH 7.4) and embedded in paraffin for a morphological analysis. Tissue orientation was not taken into consideration when embedding the tissue. The remaining tissue was snap frozen using liquid nitrogen in blocks and stored at –80°C for mRNA extraction.

### Blood Sampling and Measurement

Immediately after the decapitation of pups, blood glucose levels were measured with ACC-CHEK Compact Plus (Roche Diagnostics Japan, Tokyo, Japan) and blood samples were collected into heparin-coated glass tubes and centrifuged at 1200×*g* at 4°C for 15 min. The plasma obtained was aliquoted and stored at –30°C until assayed. Total cholesterol, triglyceride, and HDL cholesterol levels were measured using FUJI DRI-CHEM 3500 (FUJIFILM Holdings Co., Tokyo, Japan).

### Microarray Analysis

Aliquots (250 ng) of total RNA obtained from 4 animals per group at 16.5 wks were individually converted to cDNA and labeled with Clariom™ S Assay, mouse (Thermo Fisher Scientific, Inc., cat.# 902930) and GeneChip™WT PLUS Reagent Kit (Thermo Fisher Scientific, Inc., cat.# 902281) according to the manufacturer’s instructions. Hybridization, washing, and staining were performed using the Hybridization, Wash, and Stain Kit (Thermo Fisher Scientific, Inc., cat.# 900720), GeneChip™ Hybridization Oven 645 (Thermo Fisher Scientific, Inc.), and GeneChip™ Fluidics Station 450 (Thermo Fisher Scientific, Inc.), according to the manufacturer’s protocols. After washing, Array Strips were analyzed using GeneChip™ Scanner 3000 7G (Thermo Fisher Scientific, Inc.). Data were validated using Expression Console™ and Transcriptome Analysis Console™ Software (Thermo Fisher Scientific, Inc.). A cut-off point of ≤-1.3 or ≥1.3 of the linear fold change and P-values was used. We submitted our microarray data, which was approved under the accession number GSE18830 to the GEO repository.

### Gene Enrichment, Heatmap, and Principal Component Analyses

A gene enrichment analysis of our list of genes from microarray data was performed to identify which molecular functions and biological processes were overrepresented (20). We used the Metascape online tool (https://metascape.org/gp/index.html#/main/step1) for the enrichment analysis of our gene list. Metascape provides automated meta-analysis tools to understand common and unique pathways within a group of orthogonal target-discovery studies. The terms of individual GO represent biological processes, cellular components, and molecular function categories, as well as Kyoto Encyclopedia of Genes and Genomes pathways, based on the Metascape online tools (21).

Heatmap and principal component analyses of the NN-Veh, UN-RG-Veh, and UN-RG-TU groups were performed using GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA).

### Quantitative RT-PCR Analysis of Adipose Tissue

Total RNA was extracted from subcutaneous adipose tissue as previously described (13). Gene expression was evaluated by quantitative RT-PCR using the High Capacity RNA to cDNA Master Mix (catalog number 4390777; Applied Biosystems, Foster city, CA) and SYBR Green PCR Master Mix (catalog number 4309115; Applied Biosystems), according to the manufacturer’s recommendations. 18S ribosomal mRNA expression was used as an internal control. The primers used are listed in **Table 1**.

**Table 1:** Forward and revers primers used in quantitative RT-PCR.

	Genebank accession number	Forward	Reverse
*Saa3*	NM_011315.3	AACTATGATGCTGCCCGGAG	GCTCCATGTCCCGTGAACTT
*Ubd*	NM_023137.3	TCCGAGTTCGAAGATCCAGC	CTTCCAGCTTCTTTCCGTTGC
*S100a8*	NM_013650.2	ACTTCGAGGAGTTCCTTGCG	TGCTACTCCTTGTGGCTGTC
*Hpx*	NM_017371.2	TCCTGGGATCAGCCTTGAGA	ACCTCTGTCCATGTTGCCTG
*Casp1*	NM_009807.2	ACTGACTGGGACCCTCAAGT	GCAAGACGTGTACGAGTGGT
*Agt*	NM_007428.4	TTGGCGCTGAAGGATACACA	GATGTATACGCGGTCCCCAG
*Ptgs2*	NM_011198.4	TGAGTGGGGTGATGAGCAAC	AAGTGGTAACCGCTCAGGTG

### Histological Assessment of Adipose Tissue

Adipose tissue blocks embedded in paraffin were cut into 3-µm-thick sections. A macrophage-specific F4/80 rat monoclonal antibody (MCA497GA, AbD Serotec, Kidlington, UK) was applied to the sections. Detection was performed with a polymer detection kit (ChemMate EnVision™; Dako Japan, Tokyo, Japan) according to the manufacturer’s instructions, followed by a reaction with 3,3’-diaminobenzidine and counterstaining with hematoxylin.

Four microscopic fields (0.6 mm^2^ × 4) were arbitrarily selected in each section, and the number of positive cells was counted.

### Statistical Analysis

Data are expressed as means ± standard deviations. The significance of differences between two mean values was assessed using the Student’s *t*-test or the Mann-Whitney U test, where appropriate. GraphPad Prism Version 9 (GraphPad Software, San Diego, CA) was used for statistical calculations. The significance of differences among four mean values was assessed using ANOVA with Tukey’s multiple comparison test. A P-value of less than 0.05 was considered to be significant.

## Results

### Body Weight and Energy Intake Changes in Dams and Pups With or Without UN Followed by RG

Mean body weight from 8.5 to 16.5 d was significantly higher in UN-RG pups than in NN pups (**Figures 2C, D**). Similar growth patterns were observed in UN-RG and NN pups after weaning (**Figure 2C**).

**Figure 2:**
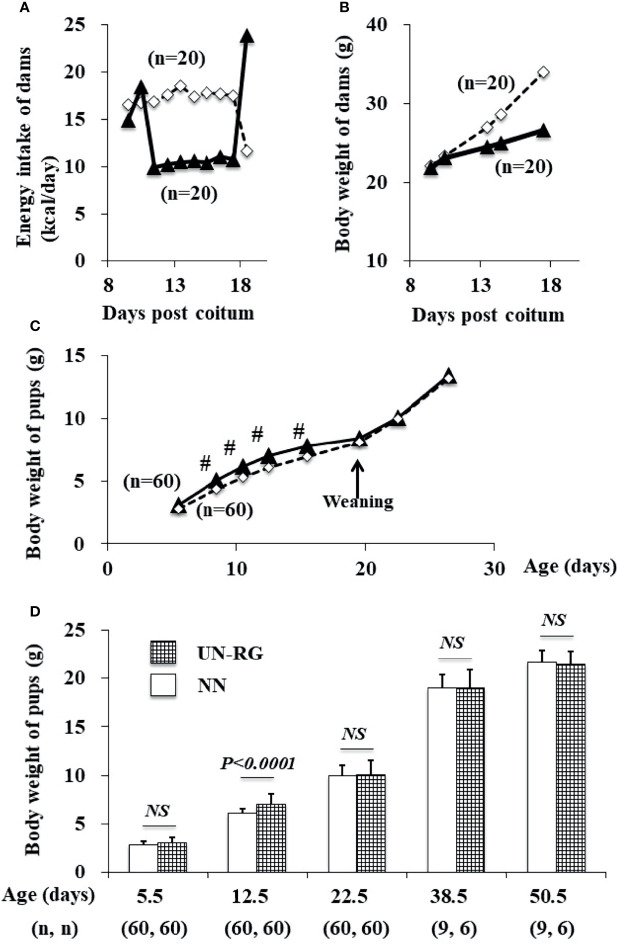
Changes in the energy intake **(A)** and body weight **(B)** of dams during pregnancy and in the body weight of pups **(C, D)** before HFD. White rectangles indicate NN dams **(A, B)** and pups **(C)**. Black triangles indicate UN **(A, B)** dams and UN-RG pups **(C)**. Means of the data were plotted **(A–C)**. ^#^P < 0.01. NS, no statistical significance.

After HFD, body weights were significantly higher in UN-RG-Veh pups than in NN-Veh pups (**Figures 3B, C**). Body weights were significantly lower in UN-RG-TU pups than in UN-RG-Veh pups (**Figures 3B, C**). Similar results were also observed for epididymal adipose tissue weight (UN-RG-TU *vs* UN-RG-Veh) (**Figure 3D**). TU did not alter energy intake per body weight (NN-TU *vs* NN-Veh and UN-RG-TU *vs* UN-RG-Veh) (**Figure 3E**).

**Figure 3:**
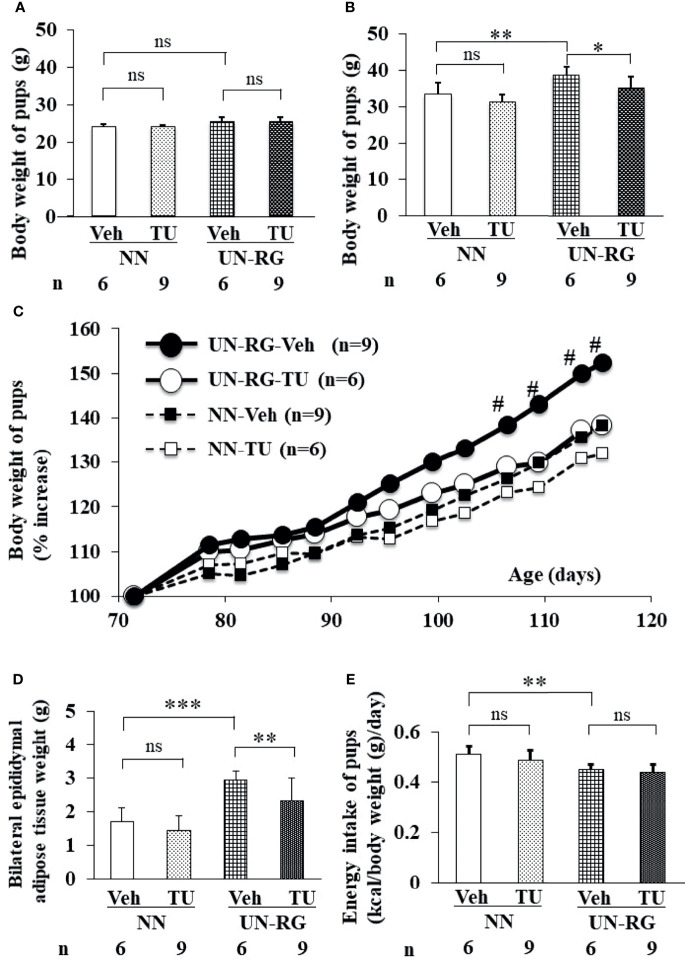
Changes in the body or tissue weight **(A–D)** and energy intake **(E)** of pups before **(A)** and after **(B–E)** HFD. Body weight [**(A)**; 9 wks] [**(B)**; 16.5 wks] [**(C)**; 9-16.5 wks],, epididymal adipose tissue weight [**(D)**; 16.5 wks), and energy intake [**(E)**; 15 wks]. Tissue sampling was performed at 16.5 wks. ^#^P < 0.01 *vs* NN-Veh. *P < 0.05; **P < 0.01; ***P < 0.001. NS, no statistical significance. Means of the data were plotted **(C)**.

Blood lipid profiles and glucose levels are summarized in **Table 2**.

**Table 2:** Body weight, adipose tissue weight, and lipid and glucose levels in blood at 16 wks.

	NN		UN-RG	
	Veh (n = 9)	TU (n = 6)	Veh (n = 9)	TU (n = 6)
Body weight (g)	33.5 ± 3.0	31.3 ± 2.3^#^	38.6 ± 2.4^#^	34.6 ± 2.6*
Left epididymal adipose tissue weight (g)	0.9 ± 0.2	0.7 ± 0.2	1.5 ± 0.1^#^	1.1 ± 0.3*
Serum total cholesterol (mg/dl)	195.8 ± 53.6	149.9 ± 25.9^#^	248.2 ± 23.4^#^	187.6 ± 50.1*
Triglycerides (mg/dl)	151.0 ± 40.7	127.9 ± 24.4	130.0 ± 17.4	147.6 ± 25.4
Serum HDL cholesterol (mg/dl)	172.5 ± 50.8	139.3 ± 23.5^#^	219.0 ± 14.2	159.3 ± 42.8*
Blood glucose (mg/dl)	221.0 ± 10.2	187.7 ± 10.7^#^	221.3 ± 45.9	183.2 ± 25.1*

*P < 0.05 vs UN-RG-Veh. ^#^P < 0.05 vs NN- Veh.

### Microarray, Gene Enrichment, Heatmap, and Principal Component Analyses of Epididymal Adipose Tissues at 16.5 Wks

**Figure 4A** shows volcano plots of microarray analyses of gene expression profiles in the epididymal adipose tissues of UN-RG-Veh and NN-Veh pups at 16.5 wks. 

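*Casp1*, the protease that matures interleukin-1β and interleukin-18, was higher in the epididymal adipose tissue of UN-RG-Veh pups than in that of NN-Veh pups, by a log2 fold change of 1.10 (SE 0.14, n = 4 arrays per group, adjusted p = 0.00691 from limma). *Lyve1*, a hyaluronan receptor of lymphatic vessels and of some resident macrophages, was lower, with a log2 fold change of −1.49 (SE 0.18) and the same adjusted p. Each of the 4 UN-RG-Veh arrays lay above every NN-Veh array for *Casp1* and below every one for *Lyve1* (exact permutation test, two-sided p = 0.0286, the smallest that 4 arrays against 4 allow). Both genes were picked on the same arrays, so that this p is no further evidence. No other transcript cluster passed an adjusted p of 0.05 among the 22206 tested. By the paper's quantitative PCR, *Casp1* did not change significantly with UN-RG. Among genes without overlap between the groups at the paper's thresholds, an unadjusted p under 0.05 and a linear fold change of at least 1.3, were *Itgad*, an integrin subunit of macrophages, at 1.58 (SE 0.34, adjusted p = 0.305) and *Cyp2e1*, a cytochrome P450 enzyme, at −2.60 (SE 0.64, adjusted p = 0.391). *Dtna*, a component of the dystrophin complex, was at −0.99 (SE 0.19), all as log2 fold changes. At these thresholds 547 clusters were higher and 441 lower in UN-RG-Veh. The balance moved with the setting, to 651 and 332 with each array centred on its median, 365 and 492 without NN-Veh replicate 02, and 714 and 760 without UN-RG-Veh replicate 09. The groups did not overlap in 973 clusters (4.38%), where chance gives 2.86%. Without UN-RG-Veh replicate 09, 9 clusters passed the adjusted p. Without the 4 arrays that hold transcripts of motile cilia, 1 in each group, 0 passed by limma, with 441 higher and 474 lower at the paper's thresholds, 915 in all.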

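The arrays were Clariom S mouse arrays, hybridized with RNA of epididymal adipose tissue taken at 16.5 wks from 4 pups in each of 4 groups, 16 arrays in all. NN pups came from normally nourished dams and grew in litters of 8. UN-RG pups came from dams given 60% of the energy of the NN dams, and grew in litters of 4. TU (tauroursodeoxycholic acid) at 0.5 g/kg per day or vehicle was given from 11 to 16.5 wks, on a high-fat diet with 60% lipid from 9 wks. The authors processed the scans with Expression Console and Transcriptome Analysis Console, and the values are normalized intensities on a linear scale, of which the log2 was taken. The median of an array was 7.00 to 7.16 on the log2 scale. The median of the 220 antigenomic control probe sets, which match no mouse transcript, was 6.27 to 6.85, and 53.9% of the transcript clusters lay above it. The number of arrays limits the precision, and pups were treated as independent, since their litters were not known. A limma fit of the 4 group means, with moderated variances, covered the 22206 transcript clusters that are not controls, of which 19572 carry 1 gene symbol. The p-values were adjusted by Benjamini-Hochberg over all clusters within each comparison.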

The results of the gene enrichment analysis and resultant GO terms in ascending order of P-values are shown in **Figure 4B**. **Figure 5A** shows volcano plots of the microarray analysis of gene expression profiles in the epididymal adipose tissues of UN-RG-TU and UN-RG-Veh pups at 16.5 wks. 

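Of 20 measured genes of the response to interferon-γ, guanylate-binding proteins, immunity-related GTPases, immunoproteasome subunits and peptide transporters among them, 9 were higher in UN-RG-Veh than in NN-Veh at the paper's thresholds, 0 were lower and 11 did not pass (4 higher when adjusted over the list alone). *Gbp2* was higher by a log2 fold change of 0.53 (SE 0.16, n = 4 arrays per group), *Psmb8* by 0.53 (SE 0.17) and *Psmb9* by 0.51 (SE 0.16). Of 22 genes induced by type I interferon, 4 were higher, *Zbp1*, *Rsad2*, *Oasl2* and *Mx2*, at 0.48 to 0.66. Of 17 macrophage genes 6 were higher and 0 lower (2 higher when adjusted over the list alone), with *Ms4a7*, a membrane protein of macrophages, at 1.05 (SE 0.27) and *Fcgr1*, the high-affinity receptor for IgG, at 0.82 (SE 0.25). *H2-K1*, a class I antigen-presenting molecule, at 0.57 (SE 0.15) was 1 of 4 higher among 10 MHC genes (2 when adjusted over the list alone). Fatty acid and triglyceride synthesis went the other way, with 5 of 18 genes lower and 1 higher. *Elovl6*, which elongates fatty acids, was at −1.61 (SE 0.28, adjusted p = 0.131), *Pnpla3*, a lipid droplet protein, at −0.86 (SE 0.22) and *Fasn*, fatty acid synthase, at −0.65, while *Acacb*, an acetyl-CoA carboxylase, was at 0.47. *Thrsp*, a regulator of lipid synthesis, was at −0.85 (SE 0.30) and did not pass without the 4 arrays with transcripts of motile cilia (−0.61). Of 11 genes of resident macrophages 3 were lower, *Lyve1*, *Retnla* (−0.78, SE 0.23) and *Clec10a* (−0.38), and 0 higher. Markers of mesothelium, the sheet that covers the fat pad, moved with the groups, 4 of 13 being lower with a median log2 fold change of −0.76, and 3 of 13 genes of testis and germ cells, *Ldhc*, *Prm1* and *Tnp1*, were lower (median −0.61). The mean of these 13 was 5.68 ± 1.05 (SD, n = 4) in NN-Veh, where replicate 03 stood at 7.20 and the others at 4.89 to 5.58, below the median antigenomic control, and 4.86 ± 0.05 in UN-RG-Veh, below it on each array.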

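Limma's camera compared each of 43 gene lists with all other genes at a preset correlation of 0.01, and called 27, of which 19 were higher and 8 lower in UN-RG-Veh, 4 of them among the 6 lists taken from the study's own tables. The medians and adjusted p were 0.44 and 6.14e-10 for interferon-γ, 0.33 and 5.41e-08 for type I interferon, 0.44 and 4.12e-07 for macrophages and 0.30 and 2.93e-05 for MHC. They were −0.25 and 1.80e-05 for fatty acid synthesis, −0.30 and 3.34e-06 for resident macrophages, 3.97e-05 for mesothelium and 2.28e-04 for testis. With an estimated correlation between genes 0 of the 43 lists passed (10 at an unadjusted p under 0.05), with adjusted p = 0.0502 for interferon-γ, adjusted p = 0.186 for type I interferon, adjusted p = 0.211 for macrophages and adjusted p = 0.199 for MHC. It was adjusted p = 0.131 for fatty acid synthesis, adjusted p = 0.0613 for resident macrophages, adjusted p = 0.233 for mesothelium and adjusted p = 0.313 for testis. By fry, which asks only whether the genes of a list move one way, 7 lists passed, 4 of them the study's own.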

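With TU in UN-RG pups, *Gsta3*, a glutathione S-transferase, was higher by a log2 fold change of 1.82 (SE 0.34, n = 4 arrays per group, adjusted p = 0.0723 from limma). *Itgad* was lower, at −1.80 (SE 0.34), with the same adjusted p. *Plagl1*, an imprinted zinc finger transcription factor, was at 1.86 (SE 0.39, adjusted p = 0.0986), *Prg4*, lubricin, at 1.71 (SE 0.54, adjusted p = 0.343) and *Ccl8*, a chemokine for monocytes, at −1.79 (SE 0.45, adjusted p = 0.190). All 4 UN-RG-TU arrays lay beyond every UN-RG-Veh array for these 5 genes. Genes were named here on that condition, so that it is no further evidence. By limma 0 of the 22206 clusters passed an adjusted p of 0.05 and 55 were under 0.1. Unadjusted, 1787 clusters had a p under 0.05, and the paper's thresholds held 607 higher and 706 lower (906 and 720 without UN-RG-Veh replicate 09, 912 and 864 without UN-RG-TU replicate 14). The groups did not overlap in 864 clusters (3.89%). An adjusted p of 0.05 was reached by 37 clusters with an intensity trend and a robust prior in the fit, by 46 without UN-RG-Veh replicate 09, by 12 without UN-RG-TU replicate 14 and by 69 with a term for the 4 arrays with transcripts of motile cilia.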

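Genes of the response to interferon-γ were lower with TU in UN-RG pups. Of the 20 measured, 13 were lower with TU at the paper's thresholds, 0 were higher and 7 did not pass (13 lower when adjusted over the list alone), with a median log2 fold change of −0.67 (n = 4 arrays per group). *Igtp*, an immunity-related GTPase, was at −0.96 (SE 0.22), *Psmb8* of the immunoproteasome at −0.86 (SE 0.17, adjusted p = 0.0770) and *Gbp2* at −0.75 (SE 0.16, adjusted p = 0.0919). Of 17 macrophage genes 9 were lower and 0 higher (5 when adjusted over the list alone), among them the 3 chains of complement C1q, *C1qa* at −0.52, *C1qb* at −0.83 and *C1qc* at −0.76. Of 10 MHC genes 4 were lower (3 when adjusted over the list alone), with *H2-K1* at −0.78 (SE 0.15) and *H2-DMb1*, which loads peptides onto class II molecules, at −0.98 (SE 0.22). Of 13 complement genes 7 were lower and 1, *C2*, higher (4 lower when adjusted over the list alone), with *Cfb*, complement factor B, at −0.89 (SE 0.19). Lipid genes were higher in part, 5 of 18 genes of fatty acid and triglyceride synthesis (4 when adjusted over the list alone) and 3 of 16 genes of adipocyte identity. *Elovl6* was at 1.24 (SE 0.28), *Thrsp* at 0.99 (SE 0.30) and *Slc2a4*, the insulin-responsive glucose transporter, at 0.90 (SE 0.25). Markers of mesothelium were higher beside these groups, 8 of 13 passing with a median of 1.28, *Gpm6a* at 1.97 (SE 0.47) and *Krt7* at 1.35 (SE 0.27) among them. Acute phase proteins had 5 of 15 lower, with a median of −0.05 and a mean of −0.50, and that median was 0.07 without UN-RG-TU replicate 16.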

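Camera called 24 of the 43 lists with TU, 5 higher and 19 lower, 5 of them among the 6 lists taken from the study's own tables. The adjusted p was 1.10e-16 for interferon-γ and kept an adjusted p = 0.0270 with an estimated correlation, which was lost without the 4 arrays with transcripts of motile cilia (adjusted p = 0.0648 with an estimated correlation, median −0.70 against −0.67 with all arrays). It was 1.68e-10 for macrophages, 5.00e-08 for MHC, 2.07e-04 for complement and 0.0158 for acute phase proteins, each with an adjusted p = 0.116 with an estimated correlation. For mesothelium it was 7.98e-12 and adjusted p = 0.0681 with an estimated correlation, for fatty acid synthesis 7.42e-04 and adjusted p = 0.174, and for adipocyte identity 2.07e-04 and adjusted p = 0.123. With the estimated correlation 5 lists passed, 3 of them the study's own, and by fry 12, of which 5 were.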

The results of the gene enrichment analysis and resultant GO terms in ascending order of P-values are shown in **Figure 5B**. 

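*Actg2*, the γ-actin of visceral smooth muscle, *Cep55*, a protein of the last step of cell division, *Vsig4*, a complement receptor of resident macrophages, and the long non-coding transcript *5730522E02Rik* were higher in UN-RG-TU than in NN-TU pups. The log2 fold changes were 1.13 for *Actg2* (SE 0.49), 0.73 for *Cep55* (SE 0.23), 0.88 for *Vsig4* (SE 0.35) and 0.87 for *5730522E02Rik* (SE 0.22), with n = 4 arrays per group and an adjusted p of 1.00 each from limma. These genes were chosen by the study on the same arrays, so that their direction is not independent evidence. In UN-RG-Veh against NN-Veh none of the 4 passed the paper's thresholds, at −0.43 for *Actg2* (SE 0.49), −0.24 for *Cep55* (SE 0.23), −0.11 for *Vsig4* (SE 0.35) and 0.06 for *5730522E02Rik* (SE 0.22). With TU in NN pups *Cep55* was lower, at −1.15 (SE 0.23), and the other three did not pass, at −0.43 for *Actg2*, −0.72 for *Vsig4* and −0.44 for *5730522E02Rik*. The means of *Actg2* were 4.81 ± 1.03 (SD, n = 4) in NN-TU, where replicate 08 stood far above the other 3, and 5.94 ± 0.95 in UN-RG-TU, below the median of the antigenomic controls, as were those of *5730522E02Rik* at 4.94 ± 0.23 and 5.81 ± 0.29. *Actg2* did not pass without NN-TU replicates 05 (1.00), 06 (0.90) or 07 (0.97) or UN-RG-TU replicate 14 (0.69). *Vsig4* did not pass without NN-TU replicates 06 (0.77) or 08 (0.73), UN-RG-TU replicate 16 (0.61) or the 4 arrays with transcripts of motile cilia (0.72).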

The representative genes which were not normalized by TU in UN-RG pups were summarized in **Supplementary Table 2**.

**Figure 4:**
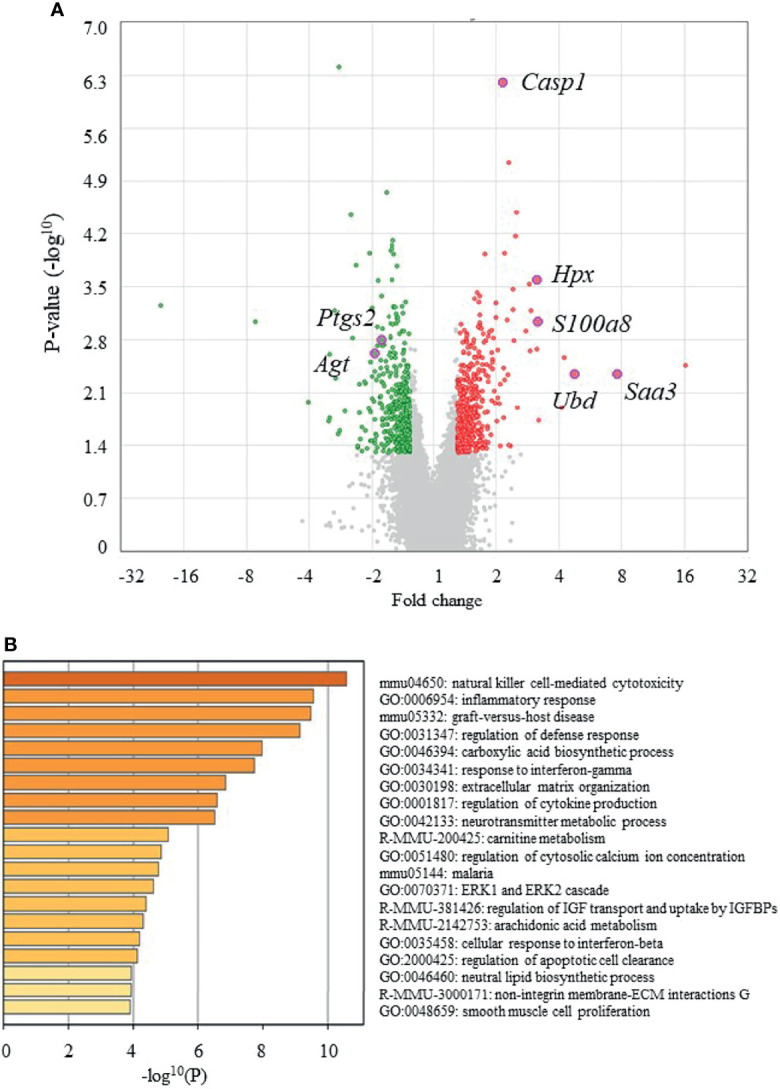
Volcano plots **(A)** and gene ontologies (GO) terms from a gene enrichment analysis **(B)** using microarray data from epididymal adipose tissues of UN-RG-Veh and NN-Veh pups (4 each) at 16.5 wks. The names of 7 GOI (**Table 3**) were plotted in volcano plots **(A)**.

**Figure 5:**
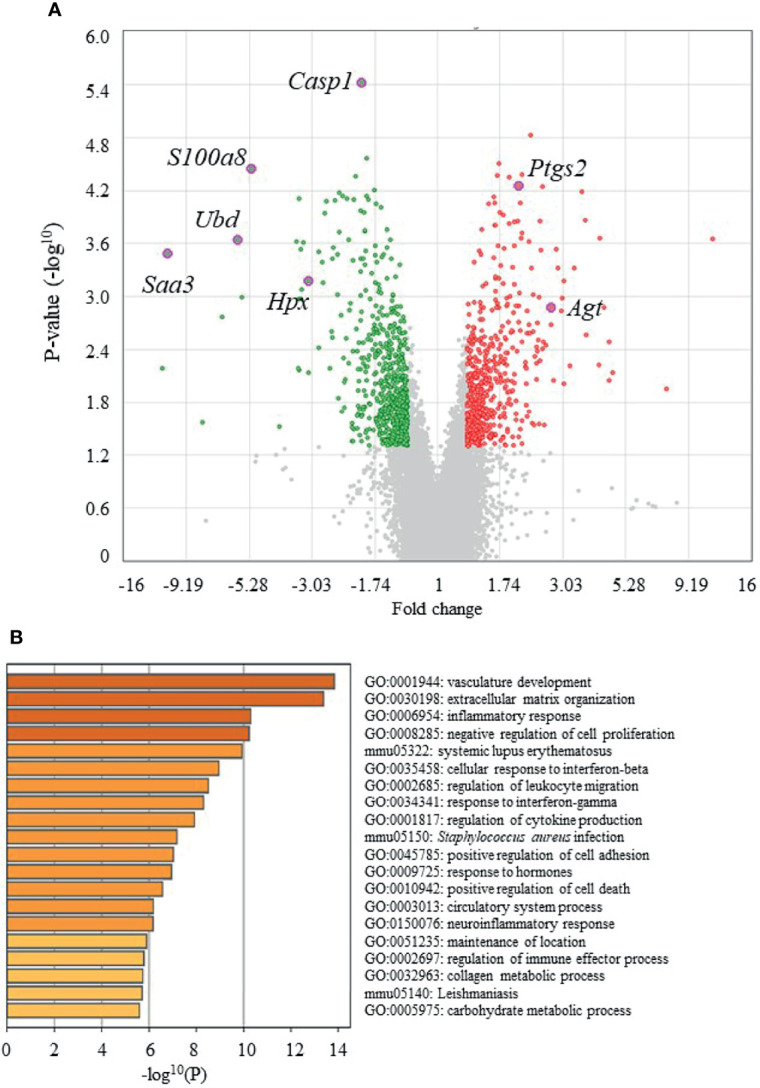
Volcano plots **(A)** and GO terms from a gene enrichment analysis **(B)** using microarray data from epididymal adipose tissues of UN-RG-TU and UN-RG-Veh pups (4 each) at 16.5 wks. The names of 7 GOI (**Table 3**) were plotted in volcano plots **(A)**.

The following GO terms were commonly observed in the results of two gene enrichment analyses: 1) Inflammatory response, 2) Response to interferon-γ, 3) Regulation of cytokine production, and 4) Cellular response to interferon-β (**Figure 4B**, **5B**), suggesting their principal involvement in the changes observed in fat deposition in epididymal adipose tissue in response to UN-RG and/or TU. 

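The study's own genes of the 4 terms moved opposite ways with UN-RG and with TU. Of 12 measured genes of the inflammatory response in Supplementary Table 1, 9 were higher and 3 lower in UN-RG-Veh, and 3 were higher and 9 lower with TU. Of 6 genes of the cellular response to interferon-β, 5 were higher and 1 lower in UN-RG-Veh, and 1 was higher and 5 lower with TU. Of 4 genes of the response to interferon-γ, 3 were higher and 1 lower, and then 1 higher and 3 lower. Of 4 genes of cytokine production, 1 was higher and 3 lower, and then 3 higher and 1 lower. The study chose these genes on the same arrays, so that their counts are not independent evidence of the direction. Lists that do not come from the study's tables were read beside them. They were written with the paper known, cover terms that it reports from these arrays and hold some of its genes, such as *Ubd* and *Casp1*. They are therefore not independent evidence either. The mean of the 20 interferon-γ genes was 9.64 ± 0.03 on the log2 scale (SD, n = 4 arrays) in NN-Veh, 10.12 ± 0.16 in UN-RG-Veh and 9.44 ± 0.26 in UN-RG-TU. Of 22 genes of the type I interferon response 6 were lower with TU and 0 higher (1 lower when adjusted over the list alone), with *Zbp1*, a sensor of nucleic acids, at a log2 fold change of −0.83 (SE 0.16) and a list median of −0.40 (camera, adjusted p = 2.56e-09, and adjusted p = 0.116 with an estimated correlation). Of 14 inflammasome genes 4 were higher in UN-RG-Veh, *Casp1*, *Nlrc4* (0.54), *P2rx7* (0.59) and *Naip5* (0.38), with adjusted p = 0.00180 from camera and adjusted p = 0.312 with an estimated correlation. With TU 5 were lower and 1 higher, *Casp4* at −0.64 (SE 0.17), and adjusted p = 3.45e-05, or adjusted p = 0.174 with an estimated correlation. Among 22 cytokines and chemokines 1 was higher and 1 lower in UN-RG-Veh (camera, adjusted p = 0.977). With TU 4 were lower and 1 higher (3 lower when adjusted over the list alone), with *Cxcl10*, a chemokine induced by interferon-γ, at −0.88 (SE 0.17) and *Cxcl12* at −1.11 (SE 0.28), with camera's adjusted p = 0.00509 and adjusted p = 0.174 with an estimated correlation. The mean of the mesothelium markers moved with these groups, at 8.22 ± 0.53 in NN-Veh, 7.50 ± 0.64 in UN-RG-Veh and 8.72 ± 0.58 in UN-RG-TU. From the presence of the 4 terms in both enrichment analyses (Figures 4B and 5B), the paper proposes that they take a principal part in the changes of fat deposition with UN-RG and TU.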

We have no clear explanation why these 4 GO terms commonly observed in two gene enrichment analysis and speculate that they may represent the pathways being involved in the plasticity of adipose tissue deposition in pups with UN-RG and TU. 

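*Mstn*, a growth inhibitor of muscle, *Cck*, the hormone cholecystokinin, *Chil3* and *Chil4*, chitinase-like proteins of macrophages, *Pik3ap1*, an adaptor of PI3-kinase signaling, and *Fcgr4*, a receptor for IgG, were higher in UN-RG-Veh than in NN-Veh and lower with TU in UN-RG pups. *Mstn* had log2 fold changes of 1.54 with UN-RG (SE 0.37, n = 4 arrays per group, adjusted p = 0.364 from limma) and −1.72 with TU (SE 0.37, adjusted p = 0.0992). *Cck* was at 1.63 (SE 0.46) and −1.85 (SE 0.46), and *Chil3* at 0.87 (SE 0.38) and −1.77 (SE 0.38). For *Chil4* the values were 0.95 and −1.24 (SE 0.33 each), for *Pik3ap1* 1.06 and −1.13 (SE 0.29 each) and for *Fcgr4* 0.96 and −0.98 (SE 0.28 or 0.29). *Met*, the receptor of hepatocyte growth factor, went the other way, at −0.79 and 0.86 (SE 0.24 each). The mean level of *Mstn* was 7.32 ± 0.48 (SD, n = 4) in UN-RG-Veh and 5.77 ± 0.31 in NN-Veh. *Mstn*, *Chil4* and *Fcgr4* lay near the antigenomic controls, of which 37.4%, 32.8% and 41.2% were lower. The rise of *Chil3* in UN-RG-Veh did not pass without NN-Veh replicates 02 (0.83), 03 (0.86) or 04 (0.87) or UN-RG-Veh replicates 09 (0.85) or 11 (0.78), and *Gbp10*, *Gbp6* and *Muc16* carry no symbol here and were not read.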

Representative changes in the gene expression profiles of the 4 GO terms are summarized in **Supplementary Table 1**.

**Figure 6** shows heatmaps of relative fold increases in the expression of representative genes in the 4 newly identified GO terms in NN-Veh, UN-RG-Veh, and UN-RG-TU pups. 

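*Themis*, a regulator of T cell development, was higher in UN-RG-Veh than in NN-Veh by a log2 fold change of 1.28 (SE 0.23, n = 4 arrays per group, adjusted p = 0.131 from limma) and lower with TU, at −1.08 (SE 0.23, adjusted p = 0.0929). *Thbd*, thrombomodulin, was at −1.17 and 1.71 (SE 0.39 each), and *Retn*, the adipocyte hormone resistin, at −0.56 and 0.66 (SE 0.17 each). At the paper's thresholds 206 clusters were higher in UN-RG-Veh and lower with TU, and 174 were lower and then higher. No cluster was higher in both comparisons by limma, and 2 were lower in both, where data simulated without any change gave 0.41 and 0.42 on average, and the UN-RG-Veh arrays divided between the comparisons 13.5 and 16.8. Of 37 gene lists that do not come from the study, 17 were called by camera in both comparisons, all with medians of opposite sign. Over all clusters 66.0% had changes of opposite sign, against 66.8% in data simulated without any change and 51.1% with the UN-RG-Veh arrays divided between the comparisons. The 17 lists were not compared with data without change. Macrophage genes had a mean of 11.94 ± 0.26 on the log2 scale (SD, n = 4) in NN-Veh, 12.38 ± 0.06 in UN-RG-Veh and 11.87 ± 0.31 in UN-RG-TU. Both comparisons share the UN-RG-Veh arrays, which by itself sets the changes against each other. For the higher and then lower clusters, independent lists of these sizes share 17.4, data simulated without any change share 79.3 on average and at most 838, and with the UN-RG-Veh arrays divided between the comparisons 91.0 were shared where independent lists gave 19.3. For the lower and then higher clusters these numbers were 12.1, 61.4, 465, 75.3 and 14.8. The covariance of the log2 fold changes across clusters was −0.0387 with the shared arrays, inside the range of the simulated data (−0.169 to 0.0183, mean −0.0335). With the arrays divided it was −0.0132 (−0.0209 to −0.00799 over 6 divisions). These divisions reuse the same arrays, so that their range is not an error. The values with the arrays divided were not compared with divided data without change. With the arrays divided, the covariance was −0.00420 without UN-RG-TU replicate 14 and −0.00702 without NN-Veh replicate 02.

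**Figure D1:**
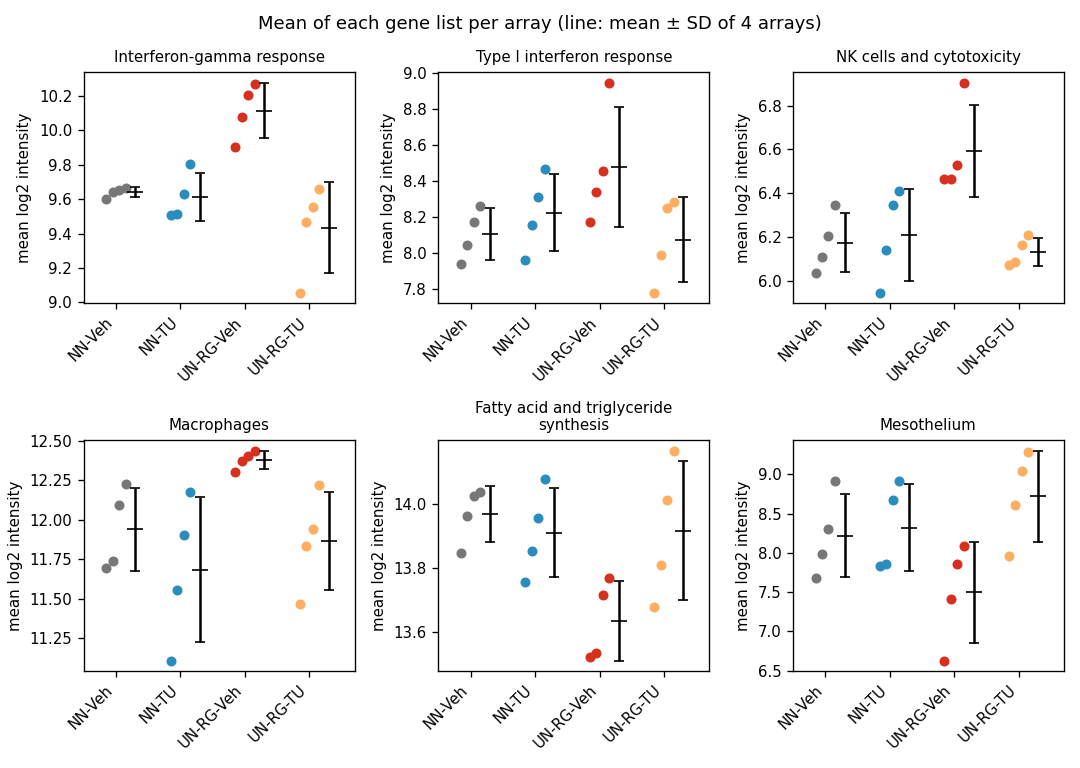
Mean log2 intensity of 6 gene lists (vertical axis) on each array of the 4 groups (points), with the mean ± SD of the 4 arrays as a line. The interferon-γ genes sit between 9.91 and 10.27 in UN-RG-Veh, between 9.60 and 9.66 in NN-Veh and between 9.06 and 9.66 in UN-RG-TU, and the genes of fatty acid and triglyceride synthesis between 13.52 and 13.77 in UN-RG-Veh and between 13.85 and 14.04 in NN-Veh.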

The results obtained showed that the expression of genes up-regulated by UN-RG was suppressed by TU and vice versa. However, we were unable to obtain clear patterns for heatmaps by clustering related genes (data not shown); therefore, we simply listed gene names on the vertical axis (**Figures 6A–D**). 

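*Saa3*, *Ubd* and *S100a8* carried most of the first component when the 12 arrays of NN-Veh, UN-RG-Veh and UN-RG-TU were placed by the 14 genes of Supplementary Table 1 that could be read, with loadings of 0.53, 0.43 and 0.36. This component held 82.7% of the variance and the next one 6.63%. UN-RG-Veh pups had a mean score of 3.94 ± 1.11 (SD, n = 4), NN-Veh pups −1.23 ± 1.35 and UN-RG-TU pups −2.71 ± 2.21. UN-RG-Veh differed from NN-Veh and from UN-RG-TU (exact permutation test, two-sided p = 0.0286 each, the smallest possible here), and the scores of NN-Veh and UN-RG-TU overlapped (exact permutation test, p = 0.314). In log2 units, the distance from the NN-Veh mean was 5.26 for UN-RG-Veh and 1.78 for UN-RG-TU, a ratio of 0.339. The genes were chosen by the study because they differed between these groups. The ratio was 0.194 without UN-RG-TU replicate 13 and 0.591 without the arrays with transcripts of motile cilia.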

The principal component analysis revealed similar changes in gene expression patterns between NN and TU in comparison with UN (**Figure 6E**).

**Figure 6:**
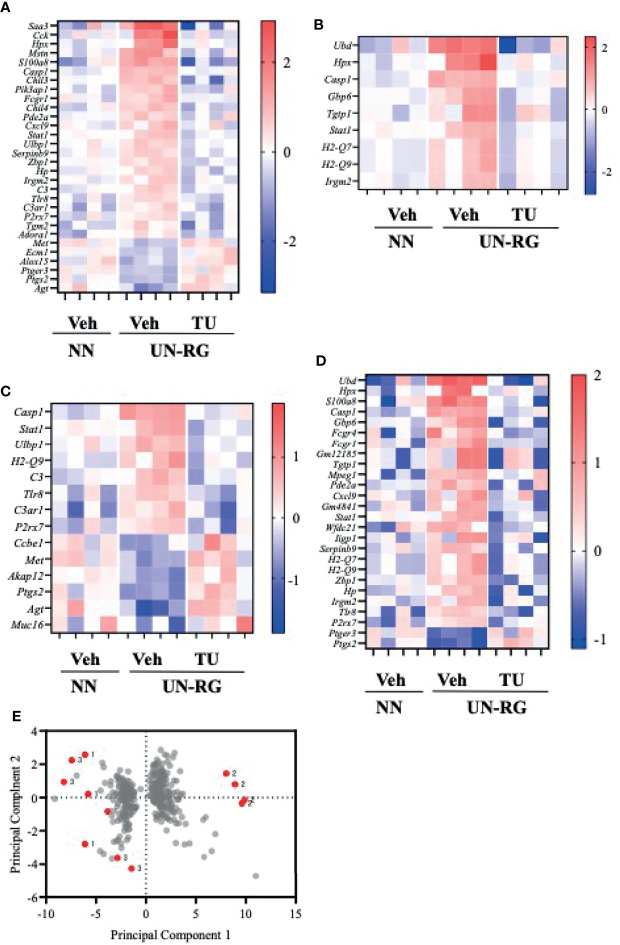
Heatmaps of the mRNA expression of representative genes from 4 GO terms **(A–D)** and a principal component analysis **(E)** of NN-Veh, UN-RG-Veh, and UN-RG-TU pups (mean of 4 pups each). **A**) Inflammatory response, **B**) Response to interferon-γ, **C**) Regulation of cytokine production, and **D**) Cellular response to interferon-β. These 4 GO terms were commonly observed in two gene enrichment analyses, i.e. **Figures 4B** and **5B**. **(E)** A principle component analysis: gray dots indicate principle scores, while red dots show the loading of NN-Veh (1), UN-RG-Veh (2), and UN-RG-TU (3). There was a tendency that NN-Veh (1) and UN-RG-TU (3) showed similar distribution in comparison with the distribution of UN-RG-Veh (2).

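Over all 22206 transcript clusters, where the spread within the groups enters each distance, the 3 groups lay nearly equally far from each other. The distance from the NN-Veh mean was 36.6 for UN-RG-Veh and 34.4 for UN-RG-TU in log2 units, a ratio of 0.939, and UN-RG-TU lay 39.5 from UN-RG-Veh. The first component held 39.5% of the variance, and scores on it overlapped between UN-RG-Veh and NN-Veh (exact permutation test, p = 0.457) and between UN-RG-TU and UN-RG-Veh (exact permutation test, p = 0.686). The arrays with transcripts of motile cilia, NN-Veh replicate 02, UN-RG-Veh replicate 12 and UN-RG-TU replicate 14, had scores of −76.1, −34.0 and −48.2, and the other 9 arrays had positive scores. Without those 3 arrays the ratio over all clusters was 1.15, and over the members of the gene lists that do not come from the study it was 0.751 with all 12 arrays.

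**Figure D2:**
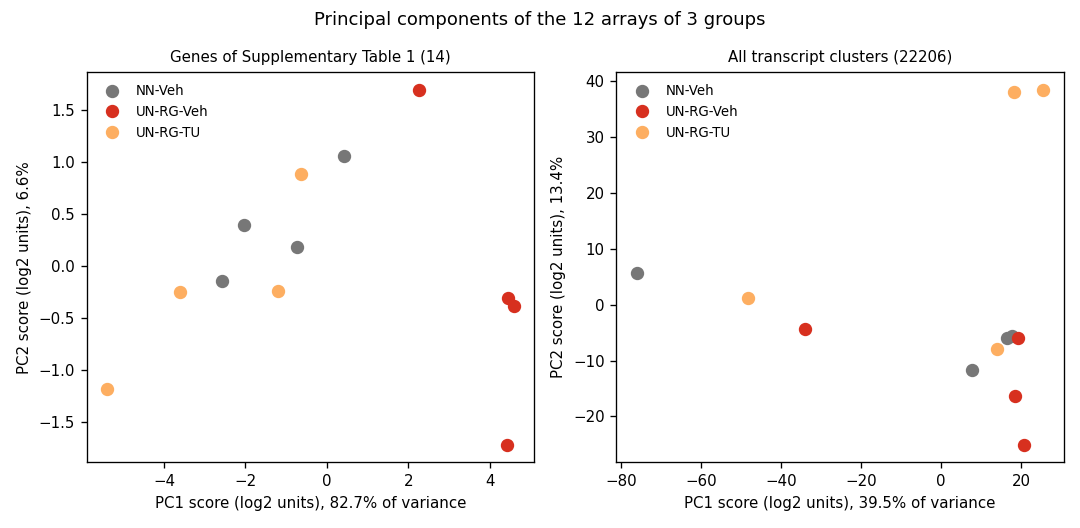
Scores of 12 arrays on the first (horizontal axis) and the second principal component (vertical axis), in log2 units, for the 14 readable genes of Supplementary Table 1 (left) and all 22206 transcript clusters (right), each point being 1 array of NN-Veh, UN-RG-Veh or UN-RG-TU. On the left the UN-RG-Veh arrays have scores of 2.28 to 4.60 on the first component, above all others; on the right the 3 groups overlap.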

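*Saa3*, an acute phase apolipoprotein, *Ubd*, a ubiquitin-like protein induced by interferon-γ, *S100a8*, a calcium-binding alarmin of myeloid cells, and *Hpx*, the heme-binding protein hemopexin, were higher in UN-RG-Veh than in NN-Veh pups, and lower with TU. *Agt*, the precursor of angiotensin, and *Ptgs2*, the inducible cyclooxygenase, went the other way. The log2 fold changes with UN-RG were 2.39 for *Saa3* (SE 0.73, n = 4 arrays per group, adjusted p = 0.552 from limma), 1.97 for *Ubd* (SE 0.60, adjusted p = 0.552), 1.79 for *S100a8* (SE 0.44, adjusted p = 0.391) and 1.54 for *Hpx* (SE 0.33, adjusted p = 0.295). They were −1.16 for *Agt* (SE 0.32, adjusted p = 0.452) and −0.73 for *Ptgs2* (SE 0.19, adjusted p = 0.417). In UN-RG pups with TU they were −3.29 for *Saa3* (adjusted p = 0.106), −2.82 for *Ubd* (adjusted p = 0.0986), −2.50 for *S100a8* (adjusted p = 0.0723), −1.39 for *Hpx* (adjusted p = 0.153), −0.95 for *Casp1* (adjusted p = 0.0723), 1.25 for *Agt* (adjusted p = 0.202) and 1.05 for *Ptgs2* (adjusted p = 0.0723). All 7 passed the paper's thresholds in both comparisons, and none passed an adjusted p of 0.05 with TU by limma. A term for the 4 arrays with transcripts of motile cilia, chosen after the data were seen, changed this for 4 of them. By limma with that term the adjusted p with TU was 0.0176 for *Casp1*, 0.0322 for *S100a8*, 0.0325 for *Ptgs2* and 0.0483 for *Ubd*, and *Saa3*, *Hpx* and *Agt* did not pass. By the paper's quantitative PCR, *Casp1* did not change significantly in either comparison, and *Ptgs2* did not with UN-RG. The study chose the 7 genes on the same arrays. All 4 UN-RG-Veh arrays lay beyond every NN-Veh array for *Ubd*, *S100a8*, *Agt* and *Ptgs2*, and 3 of 4 did for *Saa3* and *Hpx*. *Casp1* stood at 11.51 ± 0.19 (SD, n = 4) in NN-Veh, 12.60 ± 0.10 in UN-RG-Veh and 11.65 ± 0.19 in UN-RG-TU. *Ptgs2* was at 5.34 ± 0.31, 4.61 ± 0.15 and 5.66 ± 0.34, a level exceeded by most antigenomic controls (21.4% were lower), and 35.8% of them were below *Hpx*.

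**Figure D3:**
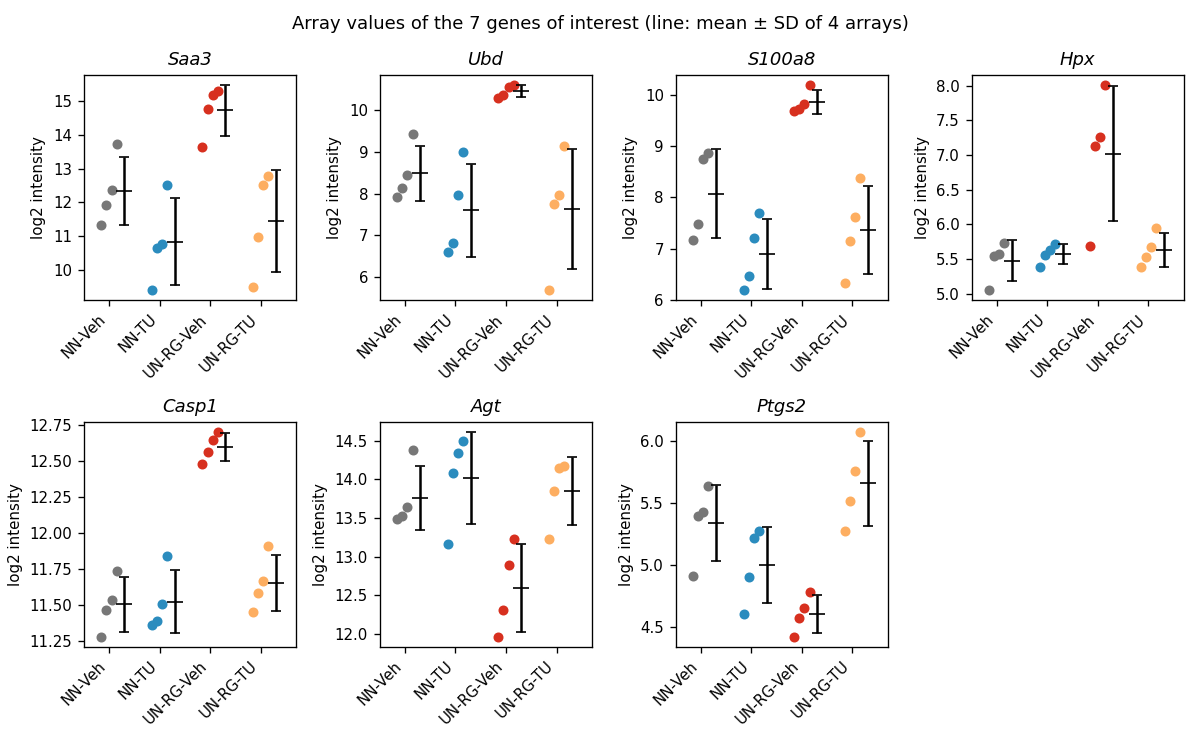
Log2 intensity (vertical axis) of *Saa3*, *Ubd*, *S100a8*, *Hpx*, *Casp1*, *Agt* and *Ptgs2* on each array (points) of the 4 groups, with the mean ± SD of 4 arrays as a line. *Casp1* sits between 12.48 and 12.71 in UN-RG-Veh and between 11.45 and 11.91 in UN-RG-TU, and *Hpx* spans 5.69 to 8.01 in UN-RG-Veh.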

**Table 3** summarizes 7 genes of interest (GOI) that were observed at least twice in these 4 GO terms and also met the conditions of a ≤−2 or ≥2 linear fold change and P-value <0.05. The quantitative PCR analysis confirmed that UN-RG (*vs* NN-Veh) significantly up-regulated the gene expression of *Saa3*, *Ubd*, *S100a8*, and *Hpx*, significantly down-regulated the gene expression of *Agt*, and did not significantly affect the gene expression of *Casp1* and *Ptgs2* (**Figure 7**). In contrast, TU induced significantly down-regulated the gene expression of *Saa3*, *Ubd*, *S100a8*, and *Hpx*, significantly up-regulated the gene expression of *Agt* and *Ptgs2* and did not significantly affect the gene expression of *Casp1* (UN-RG-Veh *vs* UN-RG-TU) in UN-RG pups (**Figure 7**). In NN pups, TU did not significantly affect the expression of any of the 7 genes examined (NN-Veh *vs* NN-TU) (**Figure 7**).

**Table 3:** List of genes of interests (GOI).

Gene symbol	NN-Veh *vs* UN-RG-Veh		UN-RG-Veh *vs* UN-RG-TU	
	Fold change	P-value	Fold change	P-value
*Saa3*	7.60	0.0045	-10.88	0.0003
*Ubd*	4.73	0.0045	-5.86	0.0002
*S100a8*	3.17	0.0009	-5.19	<0.0001
*Hpx*	3.14	0.0003	-3.14	0.0007
*Casp1*	2.15	<0.0001	-1.96	<0.0001
*Agt*	-1.94	0.0024	2.73	0.0013
*Ptgs2*	-1.8	0.0016	2.05	<0.0001

These seven genes were observed at least twice in four different gene ontologies (GO), i.e. 1) Inflammatory response, 2) Response to interferon-γ, 3) Regulation of cytokine production, and 4) Cellular response to interferon-β, and also met the conditions of a ≤−2 or ≥2 linear fold change and P-value <0.05. These four GO were commonly observed in two GO enrichment analyses (UN-RG-Veh vs NN-Veh and UN-RG-TU vs UN-RG-Veh) using data from the microarray analysis of epididymal adipose tissue.

**Figure 7:**
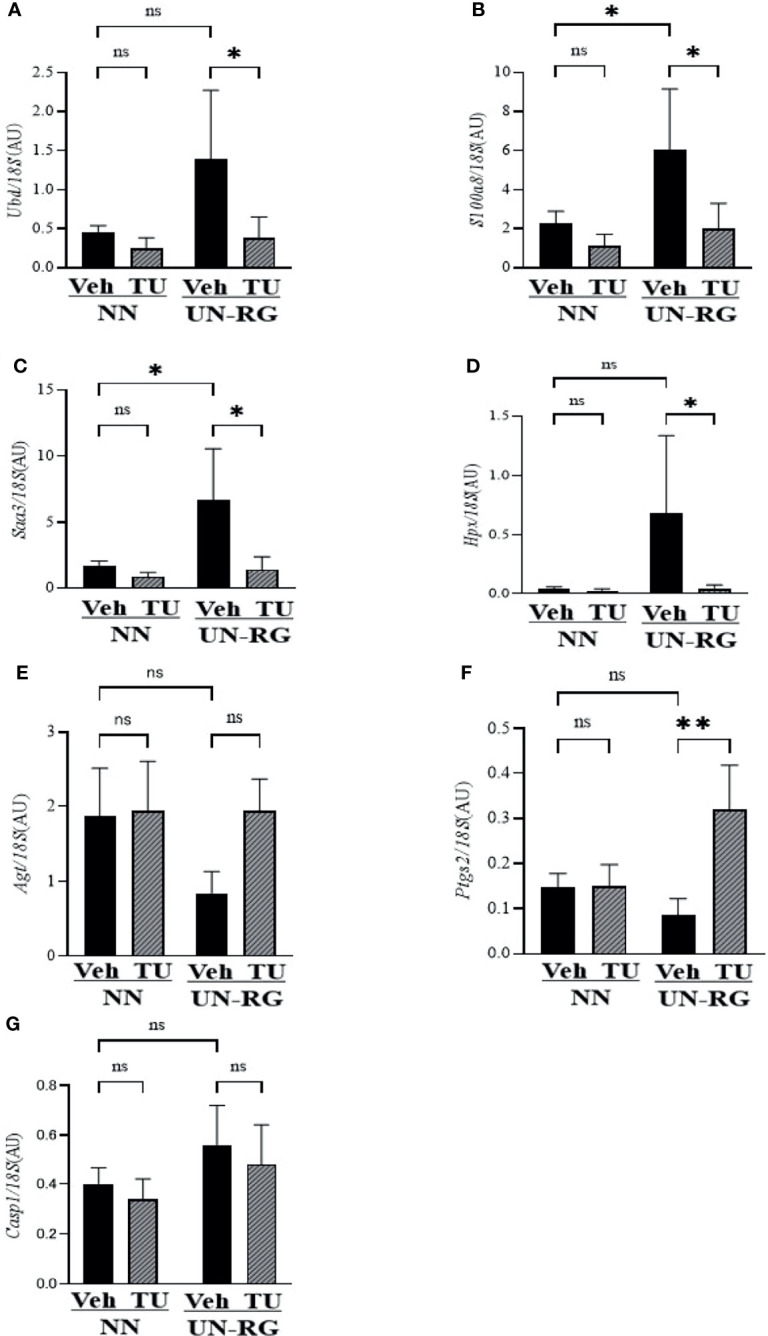
Quantitative RT-PCR analysis of the mRNA expression of seven GOI (**Table 3**) in epididymal adipose tissues of NN-Veh, NN-TU, UN-RG-Veh, and UN-RG-TN pups at 16.5 wks. *P < 0.05; **P < 0.01. ns, no statistically significant.

### Macrophage Infiltration in Epididymal Adipose Tissue

Crown-like structures were detected in the epididymal adipose tissue of pups fed the HFD at 16.5 wks of age (**Figure 8A**). Most of these crown-like structures were immunohistochemically positive for F4/80, corresponding to infiltrated or resident macrophages (**Figure 8A**). The mean number of F4/80-positive cells was significantly higher in UN-RG-Veh pups than in NN-Veh pups (**Figure 8B**). TU induced a significant decrease in the mean number of F4/80-positive cells in UN-RG pups (UN-RG-Veh *vs* UN-RG-TU) (**Figure 8B**).

**Figure 8:**
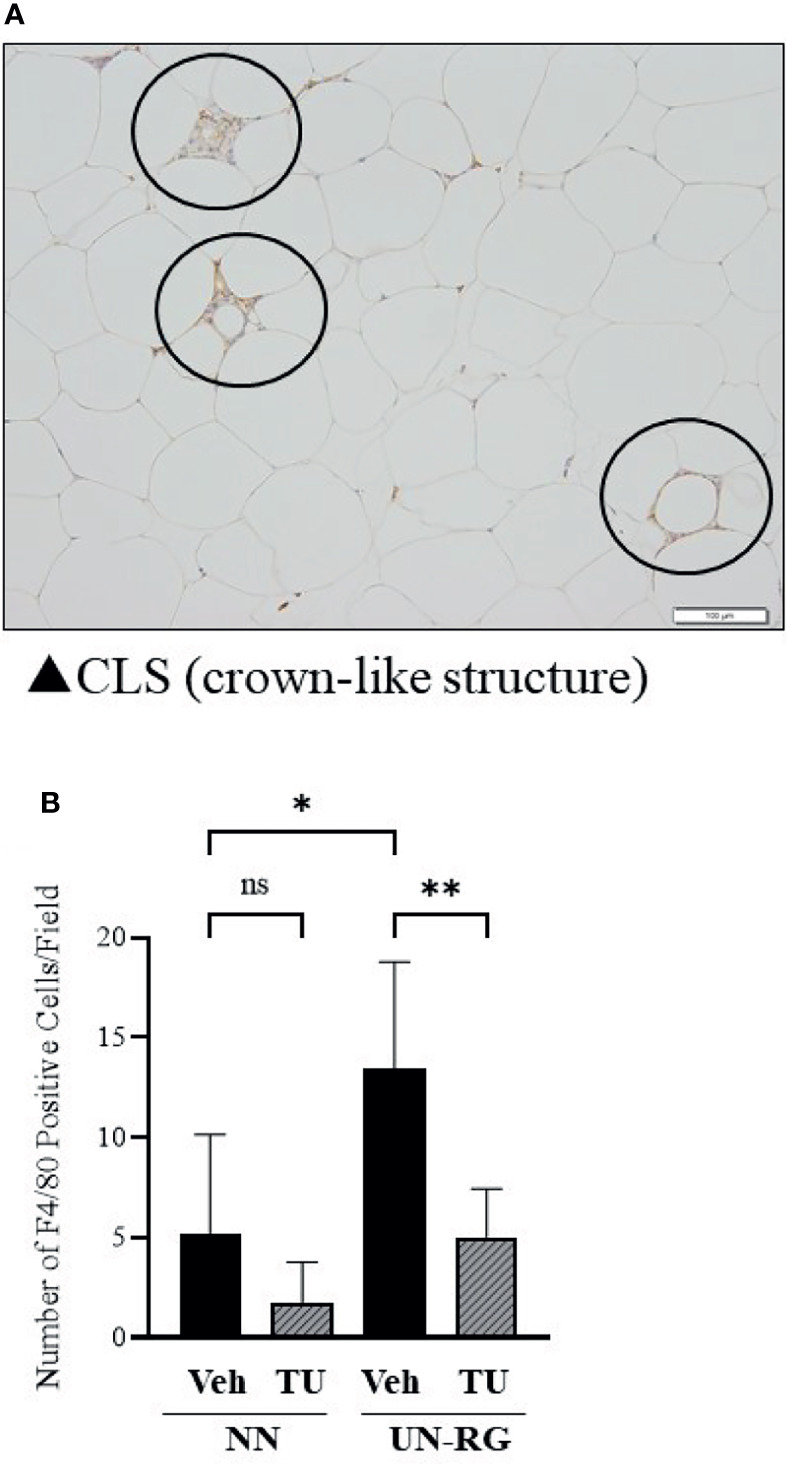
Immunohistochemical detection of macrophages in epididymal adipose tissue. Circles indicate immunostaining for F4/80 in crown-like structures of epididymal adipose tissue from UN-RG-Veh pups at 16.5 wks of age **(A)** and the average number of F4/80-positive cells in the epididymal adipose tissue of NN-Veh, NN-TU, UN-RG-Veh, and UN-RG-TU pups **(B)**. The white bar indicates 100 μm. *P < 0.05, **P < 0.01.

## Discussion

Increasing evidence supports RG being causatively associated with obesity and/or metabolic syndrome in later life, particularly in neonates born small (6–10); however, the benefits of RG for later neurodevelopment supports its encouragement in infants born preterm (10). In the present study, we newly established a mouse model of RG during the lactation period following UN (UN-RG) (**Figures 1**, **2**), by modifying our previous model of UN (13–18). UN-RG pups developed diet-induced obesity (**Figure 3**) as well as metabolic disorders (**Table 2**), mimicking the phenotype of diet-induced obesity and associated metabolic syndrome causatively connected with rapid infantile growth (6–10).

As shown **Figures 2C, D**, mean body weight from 8.5 d to 16.5 d was significantly higher in UN-RG pups than in NN pups, but similar at weaning 18.5 d. Our previous study showed that mean body weight of simple UN pups from fetal period (18.5 dpc) to early infantile period (3.5 d) was significantly lower than in NN pups (13). Therefore, it is noted that the present UN-RG pups experienced drastic changes from relatively small fetal body weight to large neonatal body weight (5.5 d-16.5 d), which we believe is an appropriate animal model of the small human babes who experienced rapid growth after birth and suffered from NCDs in later life, as reported by epidemiological studies (6, 7), corresponding to ‘Mismatch’ hypothesis in DOHaD theory (11, 12).

In the present study, we focused to design the animal model for mimicking the epidemiological outcomes of infantile rapid growth of small neonate (6, 7) and did not simultaneously carry out only RG pups experiment due mainly to animal facility limitation. However, we developed UN-RG animal model, considering that risk of NCDs resulted from RG in small human newborns applies well to ‘Mismatch hypothesis’ (11, 12), one of central hypotheses of DOHaD theory. ‘Mismatch hypothesis’ is based on the concept that small fetuses developmentally adapted to the low energy supply and caused ‘Mismatch’ to the abundant energy supply after birth, resulted in predisposition to obesity and associated metabolic disorders (11, 12). It is undeniable that the adult phenotype of UN-RG pups might be similar to that of RG pups. It is also unclear if an experience of the UN affected the degree of RG, although it was speculated that main contributor of RG was increased breast feeding in UN-RG pups. Nevertheless, we would like to note that simple RG pups model is a clearly different research target from UN-RG pups, because simple RG pups mimic babies with normal birth weight who experienced rapid infantile growth, which is not directly associated with ‘Mismatch hypothesis’ (11, 12).

We performed a comprehensive analysis of gene expression profiles in epididymal adipose tissue as a visceral fat pad. We initially investigated the effects of UN-RG on gene expression profiles in epididymal adipose tissue using a microarray analysis (NN-Veh *vs* UN-RG-Veh), displayed the results in volcano plots (**Figure 4A**), and then conducted a gene enrichment analysis, which identified the top 20 GO terms in ascending order of P-values (**Figure 4B**). Since TU significantly attenuated diet-induced obesity (**Figures 3B, C**) and epididymal fat deposition (**Figure 3D**), we examined its effects on gene expression profiles in epididymal adipose tissue using a microarray analysis (UN-RD-Veh *vs* UN-RG-TU). The results obtained were displayed in volcano plots (**Figure 5A**). A subsequent gene enrichment analysis identified the top 20 GO terms in ascending order of P-values (**Figure 5B**).

In 4 inflammatory GO terms, heatmap analysis of the mRNA expression of representative genes showed the genes of increased expression by UN showed a decrease by TU; while the genes of decreased expression by UN showed an increase by TU (**Figures 6A–D**), which suggests their coordinated contribution to the inflammatory changes observed in fat pads in response to UN and TU. However, we were unable to obtain a clear pattern for heatmaps by clustering related genes and, thus, simply listed gene names on the vertical axis (**Figures 6A–D**). We then performed a principal component analysis, which revealed similar changes in gene expression patterns between NN and TU in comparison with UN (**Figure 6E**).

We subsequently acknowledged the following 4 GO terms: 1) Inflammatory response, 2) Response to interferon-γ, 3) Regulation of cytokine production, and 4) Cellular response to interferon-β, all of which were commonly detected in the two different GO terms groups (**Figures 4B**, **5B**), for the purpose of identifying potential critical pathways contributing to the plasticity observed in the regulation of fat deposition, which responded not only to UN, but also to TU (**Figures 3B–D**). All 4 GO terms were directly related to inflammatory reactions, suggesting that inflammation is a key phenomenon in the plasticity of the regulation of fat deposition in this animal model. 

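Of 15 measured genes of natural killer (NK) cells and their cytotoxicity, 7 were higher in UN-RG-Veh than in NN-Veh pups at the paper's thresholds, 0 were lower and 8 did not pass (0 higher when adjusted over the list alone). *Gzma*, a granule protease of cytotoxic cells, was higher by a log2 fold change of 0.81 (SE 0.29, n = 4 arrays per group, adjusted p = 0.693 from limma), *Klra7*, a receptor of the Ly49 family, by 0.64 (SE 0.22), *Nkg7*, a protein of cytotoxic granules, by 0.61 (SE 0.24) and *Klrc1*, the inhibitory receptor NKG2A, by 0.61 (SE 0.18). With TU in UN-RG pups 7 were lower and 0 higher (7 when adjusted over the list alone), with *Nkg7* at −0.78 (SE 0.24, adjusted p = 0.315), *Ulbp1*, a ligand of the receptor NKG2D, at −0.73 (SE 0.21) and *Eomes*, a transcription factor of NK cells, at −0.54 (SE 0.16). The median of the list was 0.38 with UN-RG (camera, adjusted p = 5.41e-08, and adjusted p = 0.0502 with an estimated correlation). It was −0.50 with TU (camera, adjusted p = 2.29e-09, and adjusted p = 0.0408 with an estimated correlation). The mean of the list was 6.17 ± 0.13 (SD, n = 4) in NN-Veh and 6.13 ± 0.06 in UN-RG-TU, near the antigenomic controls, and 6.59 ± 0.21 in UN-RG-Veh, where replicate 09 stood apart at 6.90. Markers of mesothelium, with means between 6.63 and 8.09 on the UN-RG-Veh arrays and between 7.96 and 9.28 on the UN-RG-TU arrays, moved the opposite way. The mean of T cell genes moved the same way as that of NK genes, with overlap between the groups. It was 6.11 ± 0.12 in NN-Veh, 6.38 ± 0.20 in UN-RG-Veh and 6.12 ± 0.13 in UN-RG-TU.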

Top GO term of natural killer cell-mediated cytotoxicity (UN-RG-Veh *vs* NN-Veh) also supports a possible involvement of inflammation (**Figure 4B**) (22, 23). It is noted that GO terms of carnitine metabolism and regulation of apoptotic cell clearance, direct pathways of lipid metabolism, were demonstrated by comparison between NN-Veh and UN-RG-Veh (**Figure 4B**), but not between UN-RG-Veh and UN-RG-TU (**Figure 5B**). 

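In UN-RG-Veh, 5 of 18 genes of carnitine metabolism were lower than in NN-Veh, 1 was higher and 12 did not pass (5 lower and 1 higher when adjusted over the list alone). The lower ones were *Prkaa2* and *Prkag2*, subunits of the kinase AMPK, *Acaca*, an acetyl-CoA carboxylase, *Mid1ip1*, which activates it, and *Thrsp*. *Prkaa2* was at a log2 fold change of −0.71 (SE 0.17, n = 4 arrays per group, adjusted p = 0.387 from limma), *Acaca* at −0.85 (SE 0.24, adjusted p = 0.497) and *Mid1ip1* at −0.93 (SE 0.33), and the higher one was *Acacb*. No carnitine enzyme or transporter of the list, such as *Cpt1a* or *Slc22a5*, was among them. *Acaca*, *Acacb* and *Thrsp* also stand in the list of fatty acid and triglyceride synthesis, so that the lists are not independent. With TU in UN-RG pups 5 of the 18 were higher and 0 lower (4 higher when adjusted over the list alone), with *Acaca* at 0.78 (SE 0.24) and *Prkaa2* at 0.52. Genes of the list were enriched among the lower ones in UN-RG-Veh (Fisher's exact test, one-sided, adjusted p = 2.13e-04) and among the higher ones with TU (adjusted p = 7.21e-04). By camera the list was called in UN-RG-Veh (median −0.11, adjusted p = 0.0352, and adjusted p = 0.243 with an estimated correlation) and not with TU (median 0.09, adjusted p = 0.182). Of 20 genes of apoptotic cell clearance 3 were higher and 1 lower in UN-RG-Veh (1 higher when adjusted over the list alone). *Mfge8*, which bridges dying cells to phagocytes, was at 0.95 (SE 0.26, adjusted p = 0.452), *Cd300lf*, a receptor for phosphatidylserine, at 0.61 (SE 0.27), *Abca7*, a lipid transporter, at 0.42 (SE 0.18) and *Alox15*, a lipoxygenase, at −0.68 (SE 0.30). With TU 5 of these 20 were lower and 3 higher (5 lower and 2 higher when adjusted over the list alone), *Alox15* being at 1.06 (SE 0.30) and *Mfge8* at −0.84. For this list camera gave a median of 0.16 and adjusted p = 0.0180 with UN-RG (adjusted p = 0.326 with an estimated correlation), and −0.19 and adjusted p = 0.0276 with TU (adjusted p = 0.389 with an estimated correlation). The lists are not the GO terms of Figures 4B and 5B. The carnitine call with UN-RG was lost without NN-Veh replicates 02 (adjusted p = 0.0844) or 04 (0.116) or UN-RG-Veh replicates 09 (0.0771) or 11 (0.168), with a filter on dim clusters (0.101), with quantile normalization (0.155) and by fry (0.214). The clearance call was lost with UN-RG without NN-Veh replicate 02 (0.132) or UN-RG-Veh replicate 11 (0.0546), and with TU without UN-RG-Veh replicates 11 (0.0729) or 12 (0.0783) or UN-RG-TU replicates 13 (0.150) or 15 (0.133). Without the 4 arrays with transcripts of motile cilia it was lost in both (0.194 and 0.0870), as it was by fry (0.279 and 0.291).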

We speculate that UN-RG might induce lipid metabolism as well as inflammation and that TU might affect mainly inflammatory regulation. More investigation is necessary to prove this speculation. 

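*Kdelr3*, a receptor that returns proteins of the endoplasmic reticulum (ER) from the Golgi, was lower in UN-RG-Veh than in NN-Veh pups, by a log2 fold change of −0.75 (SE 0.23, n = 4 arrays per group, adjusted p = 0.552 from limma). Each UN-RG-Veh array lay below every NN-Veh array. Its mean was 8.47 ± 0.12 (SD, n = 4) in NN-Veh, where replicate 02 stood above the other 3, 7.72 ± 0.27 in UN-RG-Veh and 7.86 ± 0.61 in UN-RG-TU. Its log2 fold change with TU in UN-RG pups was 0.15 (SE 0.23, adjusted p = 0.951), which did not pass the paper's thresholds, and in NN pups −0.44 (SE 0.23). Of 25 genes of the unfolded protein response, which ER stress induces, *Kdelr3* was the 1 lower in UN-RG-Veh, 0 were higher and 24 did not pass (camera, median −0.04, adjusted p = 0.283, and adjusted p = 0.621 with an estimated correlation). With TU in UN-RG pups 1 of the 25 was higher, 0 were lower and the median was −0.12 (camera, adjusted p = 0.0885).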

TUDCA is an alleviator of ER stress, and it is noted that changes of *Kdelr 3*, ER protein retention receptor 3, gene expression was observed by comparison between NN-Veh and UN-RG-Veh (original microarray data is available by referring GSE18830 of the GEO repository).

Recent studies reported that obesity and its metabolic disruption are closely associated with low-level systemic inflammation, based upon which the concept of ‘metaflammation’ was proposed (24–27). Hotamisligil et al. (2017) proposed adipose tissue, the liver, pancreas, and brain as representative organs of ‘metaflammation’ (27). Lauterbach et al. (2017) suggested the principal involvement of tissue-resident macrophages in ‘metaflammation’ (28). Therefore, we performed an immunohistochemical analysis of macrophages in epididymal adipose tissue (**Figure 8A**) and found that UN-RG induced significant increases in the numbers of macrophages, while TU reversed this effect (**Figure 8B**, **Supplementary Figure 2**). These results support the critical contribution of ‘metaflammation’ to the adjustment of fat deposition in this animal model. There was a tendency of increase in the gene expression ratio of CD11c/CD163 in epididymal adipose tissue of UN-RG pups at 16.5 wks, but statistically not significant (**Supplementary Figure 1**). It is a future aim of the study to investigate the characteristics of these macrophages.

Previous studies proposed the potentially long-lasting embryonal memory of immune cells, including tissue-resident macrophages. Mass et al. (2021) suggested that fetal-derived immune cells are the prime transmitters of the long-term consequences of prenatal adversities, causing inflammatory, degenerative, and metabolic disorders (29). The potential commitment of erythro-myeloid progenitors produced in the extra-embryonic yolk sac to the ability to establish long-lasting immunological memory has been proposed (29–31); however, the exact mechanisms by which the memory of tissue resident macrophages is transferred to older generation macrophages remain unclear. Troger et al. (2013) demonstrated that the ability of the innate immune system of the growth-restricted fetus to mount an immune response was weakened after birth (32). Gotz et al. (2007) reported that prenatal stress may alter the number and proliferation of lymphocytes as well as the cytotoxicity of natural killer cells in the blood of male adult rat offspring (33). The gene expression profiles obtained in the present study also support the causative relationship of an environmental imbalance during the early critical period with the predisposition of adults to metaflammation; however, we did not detect immune memory in the macrophages of adipose tissue in this animal model.

In the search for the main molecular mechanisms in this animal model, we identified 7 GOI: *Saa3*, *Ubd*, *S100a8*, *Hpx*, *Casp1*, *Agt*, and *Ptgs2*, which were observed at least twice in the 4 GO terms that we selected in the present study, and also meet the conditions of a ≤−2 or ≥2 linear fold change and P-value <0.05 (**Table 3**). Quantitative RT-PCR reconfirmed the changes in their gene expression profiles in response to UN-RG and TU, except for *Casp1* (**Figure 7**). We currently have no clear explanation for the discrepancy regarding *Casp1*. Although limited information is currently available on their contribution to metaflammation in the DOHaD scheme, these genes play the following critical roles in the regulation of general inflammation. *Saa3* (34), *Agt* (35), and *Ptgs2* (36) are all involved in the inflammation of obesity. *Ubd* has been implicated in inflammation in nonalcoholic fatty liver disease (37). *Hpx* functions as an antioxidant and regulates inflammation (38). *Casp1* is an effector of NLRC4 inflammasomes (39) and converts pro-IL-1β and pro-IL-18 into their biologically active forms (40). Regarding the activation of macrophages, *Saa3* has been shown to promote the infiltration of macrophages in adipose tissue (41), while *S100a8* plays a central role in obesity-promoting macrophage-based inflammation (42) and induces the secretion of cytokines from mononuclear cells (43). We would like to speculate possible a series of reactions by these genes in macrophage-based metaflammation, 1) induction of macrophage migration by *Saa3*, 2) induction of the secretion of cytokines from macrophage by *S100a8*, 3) activation of cytokines secreted from macrophage by *Casp1*, and 4) possible connection to insulin sensitivity by *Ubd* nd/or *Hpx*. More intensive studies are needed to clarify the direct involvement of these genes in the developmentally-induced augmentation of macrophage infiltration and metabolic disruption in the adipose tissue of this animal model. Epigenetic changes in these seven GOI are now under investigation by our research group. It is our future aim to investigate the involvement of these GOI in the developmentally-induced regulation of fat deposition and macrophage infiltration in this animal model. Our previous study showed that gene expression of *MCP-1* and *TNF-α* correlated with subcutaneous adipose tissue weight at 17 wks of simple UN pups, but not in NN pups (16), indirectly suggested a possible association between fat deposit and expression of inflammatory cytokines. 

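*Ccl2*, which encodes MCP-1, a chemokine for monocytes, did not differ detectably between UN-RG-Veh and NN-Veh pups, at a log2 fold change of −0.60 (SE 0.57, n = 4 arrays per group, adjusted p = 0.923 from limma). *Tnf*, which encodes the inflammatory cytokine TNF-α, was at 0.10 (SE 0.35, adjusted p = 0.984). In UN-RG pups given TU *Ccl2* was at −0.93 (SE 0.57, adjusted p = 0.754) and *Tnf* at −0.41 (SE 0.35, adjusted p = 0.866), and neither passed the paper's thresholds. The mean of *Ccl2* was 12.45 ± 0.42 (SD, n = 4) in NN-Veh, 11.86 ± 1.20 in UN-RG-Veh and 10.93 ± 0.42 in UN-RG-TU. *Tnf* was at 5.66 ± 0.42, 5.75 ± 0.62 and 5.34 ± 0.67, a level at which 28.3% of the antigenomic controls were lower, so that small changes of it were not detectable.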

We have no clear explanation why these two genes were not identified as GOI in UN-RG pups, because we did not carry out microarray analysis at that time and *MCP-1* and *TNF-α* were selected as representative inflammatory cytokines in UN pups, and also because the present UN-RG pups was designed to represent ‘Mismatch hypothesis’ in DOHaD theory (11, 12), quite different from simple UN pups at that time.

There are some limitations in the present study. We investigated 4 groups of pups, i.e. the NN-Veh, NN-TU, UN-RG-Veh, and UN-RG-TU groups, but not a NN-RG-Veh or NN-RG-TU group because of the restrictions of our animal facility accommodation. It is noted that Lizarraga-Mollinedo reported that different growth speed in the pups with undernourishment *in utero* showed conflicting levels of gene expression patterns in adipose tissue compared to normally nourished pups by using rat animal model (44). We did not investigate a condition without HFD due to the same animal facility limitation. We did not investigate time course of gene expression profiles. Furthermore, we were unable to obtain clear patterns for heatmaps by clustering related genes and, thus, simply listed gene names on the vertical axis of heatmaps (**Figures 6A-D**). We identified 7 GOI from 4 GO terms based on the results of microarray and gene enrichment analyses; however, we did not demonstrate their direct contribution to the programing of metaflammation in this animal model. We did not measure the plasma levels of inflammatory cytokines due to lack of the serum. Further study is needed to prove the involvement of 7 GOI in the pathophysiology of metaflammation. As for quantitative RT-PCR, 18S ribosomal mRNA expression was used as an internal control; however, we did not assess the effect of RG or TU on its expression. The main contributor of RG was supposed to be breastfeeding in this animal model; however, we could not assess the changes in breastfeeding of dams due to technical limitation. In the preset study, we focused on the assessment of epididymal adipose tissue, as a visceral fat, and did not investigate subcutaneous and retroperitoneal adipose tissues. It is a future aim of the study to investigate the changes in gene expression in subcutaneous and retroperitoneal adipose tissues.

In summary, we newly established a mouse animal model of RG during the lactation period following UN (**Figures 1**, **2**, **Table 2**), the offspring of which developed diet-induced obesity and metabolic disorders, which were significantly improved by TU (**Figure 3**), although we did not assess UN pups without GR. The microarray analysis and subsequent gene enrichment analysis (**Figure 4**, **Figure 5**) identified 4 GO terms of inflammatory pathways, indicating the critical contribution of chronic inflammation to developmentally-programed fat deposition and its amelioration by TU. The results of the heatmap and principal component analyses of the representative genes of the 4 GO terms (**Figure 6**), changes in the gene expression profiles of 7 GOI (**Table 3**, **Figure 7**) selected from 4 GO terms, and immunohistochemistry on macrophages (**Figure 8**) collectively support the proposal of the ‘Developmental Origins of Metaflammation’. Future epigenetic and immunological investigations, with a focus on 7 GOI, are needed to further establish this concept.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The animal study was reviewed and approved by the Animal Research Committee, Hamamatsu University School of Medicine (H20-014). Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

MS and YK-K performed and analyzed all experiments. MS and HI wrote the manuscript. MU, KM, and HI designed the study. NF-I, TO, and MasM performed histological examinations. MS, TO, KK, TI, and MadM supported data collection and animal experiments, sample preparation, and data analysis. NT, TU, MN, and YK-K supported data collection, discussions, and statistical analyses. MS, TO, KK, and TI supported data analyses and preparation of the manuscript. KM supported the gene enrichment analysis. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by JSPS KAKENHI Grant Numbers, JP20H03823, JP20K09666, and JP20K16886, and AMED under Grant Number JP20gm1310009.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Comparative Analysis of Gene Expression Profiles in the Adipose Tissue of Obese Adult Mice With Rapid Infantile Growth After Undernourishment In Utero
**Source:** Front Endocrinol (Lausanne). 2022 Feb 24;13:818064. doi: 10.3389/fendo.2022.818064
**Supplement:** Supplementary file 1

**Supplemental Table 1**. List of genes. Microarray analysis of epididymal adipose tissue (≤−2 or ≥2 linear fold change and P-value <0.05).

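*Casp1* and *Ptgs2* stand in all 4 parts of this table, whose fold change has a minus sign where the later named group is lower. *Hpx*, in 3 parts, varied widely in UN-RG-Veh, at 7.02 ± 0.97 on the log2 scale (SD, n = 4), with 1 pup at the level of the NN-Veh pups (5.48 ± 0.29). *Cck* stood at 9.01 ± 1.36 in UN-RG-Veh and 7.38 ± 0.42 in NN-Veh, and *Met* at 9.01 ± 0.24 and 9.79 ± 0.34.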

(A)

| GO:0035458 Cellular response to interferon-β | | | | |
| --- | --- | --- | --- | --- |
|  | NN-Veh  vs  UN-RG-Veh | | UN-RG-Veh  vs  UN-RG-TU | |
| Gene symbol | Fold change | P-value | Fold change | P-value |
| *Ubd* | 4.73 | 0.0045 | -5.87 | 0.0002 |
| *S100a8* | 3.17 | 0.0009 | -5.19 | 0.0000 |
| *Hpx* | 3.14 | 0.0003 | -3.14 | 0.0007 |
| *Casp1* | 2.15 | 0.0000 | -1.96 | 0.0000 |
| *Gbp10; Gbp6* | 1.78 | 0.0016 | -2.31 | 0.0001 |
| *Fcgr4* | 1.92 | 0.0038 | -2.01 | 0.0033 |
| *Ptgs2* | -1.8 | 0.0016 | 2.05 | 0.0001 |

(B)

| GO:0006954 Inflammatory response | | | | |  |
| --- | --- | --- | --- | --- | --- |
|  | NN-Veh  vs  UN-RG-Veh | | UN-RG-Veh  vs  UN-RG-TU | | |
| Gene symbol | Fold change | P-value | Fold change | P-value |  |
| *Saa3* | 7.6 | 0.0045 | -10.88 | 0.0003 |  |
| *Cck* | 4.22 | 0.0027 | -5.62 | 0.0010 |  |
| *S100a8* | 3.17 | 0.0009 | -5.19 | 0.0000 |  |
| *Mstn* | 2.93 | 0.0007 | -3.49 | 0.0002 |  |
| *Hpx* | 3.14 | 0.0003 | -3.14 | 0.0007 |  |
| *Chil3* | 1.78 | 0.0362 | -3.28 | 0.0002 |  |
| *Agt* | -1.94 | 0.0024 | 2.73 | 0.0013 |  |
| *Chil4* | 1.9 | 0.0102 | -2.36 | 0.0016 |  |
| *Casp1* | 2.15 | 0.0000 | -1.96 | 0.0000 |  |
| *Pik3ap1* | 1.9 | 0.0024 | -2.17 | 0.0014 |  |
| *Met* | -1.85 | 0.0047 | 2.08 | 0.0025 |  |
| *Ptgs2* | -1.8 | 0.0016 | 2.05 | 0.0001 |  |

(C)

| GO:0001817 Regulation of cytokine production | | | | |
| --- | --- | --- | --- | --- |
|  | NN-Veh  vs  UN-RG-Veh | | UN-RG-Veh  vs  UN-RG-TU | |
| Gene symbol | Fold change | P-value | Fold change | P-value |
| *Muc16* | -2.23 | 0.0472 | 3.71 | 0.0027 |
| *Agt* | -1.94 | 0.0024 | 2.73 | 0.0013 |
| *Casp1* | 2.15 | 0.0000 | -1.96 | 0.0000 |
| *Met* | -1.85 | 0.0047 | 2.08 | 0.0025 |
| *Ptgs2* | -1.8 | 0.0016 | 2.05 | 0.0001 |

(D)

| GO:0034341 Response to interferon-γ | | | | |
| --- | --- | --- | --- | --- |
|  | NN-Veh  vs  UN-RG-Veh | | UN-RG-Veh  vs  UN-RG-TU | |
| Gene symbol | Fold change | P-value | Fold change | P-value |
| *Ubd* | 4.73 | 0.0045 | -5.87 | 0.0002 |
| *Hpx* | 3.14 | 0.0003 | -3.14 | 0.0007 |
| *Casp1* | 2.15 | 0.0000 | -1.96 | 0.0000 |
| *Gbp10; Gbp6* | 1.78 | 0.0016 | -2.31 | 0.0001 |
| *Ptgs2* | -1.8 | 0.0016 | 2.05 | 0.0001 |

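*Il6*, the cytokine interleukin-6, *Ptgs2*, *Phf19*, a chromatin protein of the polycomb complex, and *Spc24*, a kinetochore protein, were higher in UN-RG-TU than in NN-TU pups without overlap between the groups. Their log2 fold changes were 0.76 (SE 0.25), 0.65 (SE 0.19), 0.74 (SE 0.19) and 0.69 (SE 0.16), with n = 4 arrays per group. *Slc2a3*, a glucose transporter, was lower, at −0.63 (SE 0.16). Of 13 genes of smooth muscle and pericytes 3 were higher, *Actg2*, *Tagln* (0.54, SE 0.25) and *Acta2* (0.42, SE 0.18), with a median of 0.24 (camera, adjusted p = 0.0112, and adjusted p = 0.676 with an estimated correlation). Of 17 cell cycle genes 1, *Cep55*, was higher, with a median of 0.30 (camera, adjusted p = 4.61e-04, and the same adjusted p = 0.676 with an estimated correlation). By limma 0 of the 22206 clusters passed an adjusted p of 0.05 between these groups. Unadjusted, 679 had a p under 0.05, and the paper's thresholds held 257 higher and 150 lower in UN-RG-TU, 407 in all, but 208 and 211 with quantile normalization. The groups did not overlap in 420 clusters (1.89%), where chance gives 2.86%. The number past the thresholds was 976 without UN-RG-TU replicate 14, 628 without UN-RG-TU replicate 16 and 908 without the 4 arrays with transcripts of motile cilia, without which *Il6* (0.57) did not pass. The smooth muscle call was lost without NN-TU replicate 05 (adjusted p = 0.0964) or UN-RG-TU replicate 14 (0.484), and the cell cycle call without the same arrays (0.119 and 0.216) and without the 4 arrays with transcripts of motile cilia (0.718).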

**Supplemental Table 2.** List of representative genes, the changes of which were not normalized by TU in UN-RG pups (UN-GR-Veh vs UN-GR-TU).

|  | NN-TU vs UN-RG-TU | |
| --- | --- | --- |
| Gene symbol | Fold change | P-value |
| *Actg2* | -2.62 | 0.0353 |
| *Cep55* | -2.16 | 0.0064 |
| *5730522E02Rik* | -2.04 | 0.001 |
| *Vsig4* | -2 | 0.0242 |
| *Gm10720* | 2.3 | 0.0466 |
| *Gm10800* | 3.01 | 0.0429 |

Microarray analysis of epididymal adipose tissue (≤−2 or ≥2 linear fold change and P-value <0.05).

# Supplementary material for: Comparative Analysis of Gene Expression Profiles in the Adipose Tissue of Obese Adult Mice With Rapid Infantile Growth After Undernourishment In Utero
**Source:** Front Endocrinol (Lausanne). 2022 Feb 24;13:818064. doi: 10.3389/fendo.2022.818064
**Supplement:** Supplementary file 2

## Slide 1

### Chart
| Category | 平均値 |
|---|---|
| C-Veh | 0.23258422433139325 |
| C-TUD | 0.24949730965133218 |
| CR-Veh | 0.4482666223677887 |
| CR-TUD | 0.26065752389209174 |CD11c/CD163 gene expression ratio
Veh TU
NN
6 　 9
Veh TU
UN-RG
6 　 9
n
Supplemental Figure 1: Gene expression ratio of CD11c/
CD163 in epididymal adipose tissue at 16.5 wks
CD11c and CD163 gene expressions were measured by quantitative RT-PCR using primers of (5'-CTGGATAGCCTTTCTTCTGCTG-3’: 5'-GCACACTGTGTCCGAACTC-3’) and (5'-GGGTCATTCAGAGGCACACTG-3’: 5'-CTGGCTGTCCTGTCAAGGCT-3’), respectively. Squares and error bars indicate mean and standard deviation of CD11c/CD163 gene expression ratio. There was no statistically significant difference.

## Slide 2

A
B
C
D
Supplemental Figure 2: Representative immunohistochemical detection of macrophages in epididymal adipose tissue.
Circles indicate immunostaining for F4/80 in crown-like structures of epididymal adipose tissue from NN-Veh (A), NN-TU (B), UN-RG-Veh (C), and UN-RG-TU (D) pups at 16.5 wks of age. The white bar indicates 200 μm.

How the deposited data were processed for this re-analysis (not part of the article)

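Gene expression was measured on Clariom S mouse arrays, with RNA of epididymal adipose tissue from 16 pups at 16.5 wks, 4 each of NN-Veh, NN-TU, UN-RG-Veh and UN-RG-TU, 1 array per pup. The authors labelled the RNA with the WT PLUS kit and processed the scans with Expression Console and Transcriptome Analysis Console. Their versions and the normalization method are not named in the paper's text. The intensities, as deposited, had been normalized by the authors and are on a linear scale, with 1 value per transcript cluster and array. The study design had been written for log2 values, and the log2 was therefore taken before any other step.

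Of 22520 lines, 314 were control probe sets and were left out, which leaves 22206 transcript clusters. Of these, 19572 carry 1 gene symbol, which covers 19505 genes, 55 of them with several clusters, and 2634 carry no symbol here. Of 29 genes the paper names from its arrays, 24 were found by symbol. No filter on low intensity was applied. The log2 median of an array was 7.00 to 7.16, and that of the antigenomic controls 6.27 to 6.85, with a 95th percentile of 9.64 to 10.5. The correlation between arrays of one group was 0.977 to 0.995, and no pair of arrays held the same values. The labels give no batch, strip or scan date.

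Group means were fitted with limma 3.58.1 in R 4.3.3, with moderated variances from eBayes and Benjamini-Hochberg adjustment over all clusters within each comparison. All p-values of single genes given as adjusted come from this fit, except where another setting is named. The comparisons were UN-RG-Veh with NN-Veh, UN-RG-TU with UN-RG-Veh, NN-TU with NN-Veh, UN-RG-TU with NN-TU, UN-RG-TU with NN-Veh, and the interaction, the TU effect in UN-RG pups minus that in NN pups. Beside an adjusted p of 0.05, the paper's thresholds were applied, an unadjusted p under 0.05 and a linear fold change of at least 1.3.

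The main choices and the 43 gene lists were fixed before the data were examined. Of the lists, 37 were written from general knowledge of the tissue and treatment, with the paper known, and 6 from the paper's tables. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, all in limma, and with Fisher's exact test, one-sided, for enrichment among named genes past the paper's thresholds. No GO annotation was at hand, so the GO terms of the paper were not recomputed. A further 4 marker lists were written after the arrays were seen, to test explanations. The genes named in the text are those the paper names, whose values in its tables had been seen, the 10 largest rises and falls without overlap between the groups in each comparison, and up to 4 members with the smallest p of each called list. Members named beyond these, to complete a count of 5 or fewer, were chosen after their values were seen.

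The comparisons with UN-RG and with TU share the UN-RG-Veh arrays. The overlap and the covariance of their changes were therefore also computed in 100 data sets simulated without any change and with the UN-RG-Veh arrays divided between both comparisons in 6 ways. Principal components were taken of gene-centred log2 values, and distances between group means over all components. Each result of a fit over all genes was set beside the 35 ways, the real one included, to part the 8 arrays of a comparison into 4 and 4, with the other 8 arrays kept in the fit, or beside 100 drawn groupings for the interaction.

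The steps were tested on simulated data, in which 200 clusters were changed in each of 10 data sets. They were drawn with independent noise from the mean and moderated variance of each cluster. They hold no correlation between genes and no arrays with transcripts of motile cilia, so that the shares are not the sensitivity in the real arrays. Of changes of 1 on the log2 scale 79.8% passed the adjusted p and 98.2% the paper's thresholds, and of changes of 2 these shares were 97.8% and 99.5%. Among unchanged clusters, 8.3 passed the adjusted p and 700 the paper's thresholds on average. In the 100 data sets simulated without any change, which deal out the residuals of the real arrays, 787 passed the paper's thresholds on average and at most 2244.

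The alternatives tried were a filter on dim clusters, which kept 16335, each array centred on its median, quantile normalization, 1 cluster per gene, fits of the 2 compared groups alone, the t-test the methods name, a variance trend with a robust prior, other gene sets and scaling for the principal components, and each array left out in turn. Chosen after seeing the data were the 4 arrays with transcripts of motile cilia left out or given a term, and group averages by Tukey's biweight. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.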

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

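The tests of efferent ducts, of the epididymal duct, of the arrays with transcripts of motile cilia, of lymphatic vessels and of resident macrophages were chosen only after the result was seen; the terms for macrophages and mesothelium and the splits of the arrays were written before their own results, but for patterns already seen. For lymphatic vessels and resident macrophages the restriction to genes above the antigenomic controls, with at least 5 of them, was set after the values of all their genes were known, which had medians of −0.35 (9 genes) and −0.29 (10 genes) without *Lyve1*.

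On 1 array of each group, genes of motile cilia stood far above the other arrays. The mean log2 of 27 such genes was 8.06 on NN-Veh replicate 02, 7.89 on NN-TU replicate 08, 6.91 on UN-RG-Veh replicate 12 and 7.05 on UN-RG-TU replicate 14, against 5.61 to 6.04 on the other 12, and the gap to the nearest array of the group took 0.968, 0.947 and 0.910 of the range for the last 3 named. Tissue of the epididymal duct is argued against, since the median log2 difference of its markers on these arrays was −0.22. Tissue of the efferent ducts, whose lining holds ciliated and absorptive cells, is a candidate source, since the marker lists for epithelium and endocytic cells, which share no gene with the list that picked the arrays, had median differences of 0.95 and 0.91, although 7 of the 11 endocytic markers are also expressed on the other arrays, and *Lrp2*, an endocytic receptor named after its values were seen, differed by 5.55 (SE 0.29). The share of such tissue and other ciliated tissues were not tested, and with 1 array in each group the design gives no biological explanation.

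Genes of the response to interferon-γ were lower with TU in UN-RG pups more than in NN pups, by a median of −0.68 on the log2 scale for the interaction, with 13 of 20 genes past the thresholds (camera, adjusted p = 2.21e-15, adjusted p = 0.0302 with an estimated correlation, and adjusted p = 0.0548 by fry). A change in macrophage content as the whole cause is argued against, since with the macrophage mean as a term the shift with TU was −0.66, while the median of lipid-associated macrophage genes went from −0.42 to 0.32. The same holds for the arrays with transcripts of motile cilia, with −0.70 without them (camera, adjusted p = 0.0648 with an estimated correlation, against 0.0270 with all arrays). With the mesothelium mean as a term the shift was −0.83. That term left a median of 0.52 for the mesothelium markers, against 1.28 without it. The share of mesothelium was thus not fully removed, and it is left open. Over these 3 alternatives camera's adjusted p with an estimated correlation was 0.0302 to 0.0648. Only the real split of 35 gave a shift as large, 0.44 against at most 0.37 in the other splits for UN-RG and 0.67 against 0.48 for TU, but the list was taken for this test after its shift had been seen, so that chance is left open. Whether the cells responded to less interferon or the share of lymphoid cells changed stays open, since NK genes moved the same way and a change in other cell types was not tested, and a response to the treatment is a hypothesis on the same data that may hold beside these.

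*Lyve1* was lower in UN-RG-Veh, and it was 1 of 2 clusters to pass the adjusted p in that comparison. Fewer resident macrophages as the whole cause are argued against. The other 7 genes of these cells above the cut of 10.5 had a median log2 fold change of −0.37 (SD 0.20), with 7 of 7 lower, far from −1.49. Of all 10 other genes, without the cut, 9 were lower, with a median of −0.29 (SD 0.24) and *Stab1* at 0.11. A smaller loss of these cells, or the loss of a subset that carries *Lyve1*, was not excluded. Fewer lymphatic vessels cannot be told apart from a change of *Lyve1* in the cells with this cut, which only 2 other genes of lymphatic endothelium pass. They were *Ccl21a* at −1.23 (SE 1.43) and *Nr2f2* at −0.47 (SE 0.41), with a median of −0.85, and both are higher on the arrays with transcripts of motile cilia. Of all 9 other genes, without the cut, 7 were lower, with a median of −0.35 (SD 0.52). The biological difference of the groups, growth after undernourishment, stays open and was not tested apart from these.

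An array stood far from the other 3 of its group in 13 of 232 sets of 4 values tested, where chance gives 11.6, and 6 of the 13 were arrays with transcripts of motile cilia, 3 of them in the mean of the motile cilia genes by which these arrays were picked. For single genes, the gap to the nearest array was 0.864 of the range for *Mstn* on NN-TU replicate 07, 0.843 for *Vcan* on UN-RG-TU replicate 16, 0.890 for *Kdelr3* on NN-Veh replicate 02, 0.860 for *Actg2* on NN-TU replicate 08, 0.921 for *Chac1* on UN-RG-TU replicate 16 and 0.923 for *Pbld1* on NN-TU replicate 07. For list means it was 0.863 for NK cells on UN-RG-Veh replicate 09, 0.837 for the inflammasome and 0.929 for endothelial cells on UN-RG-Veh replicate 11 and 0.8292 for smooth muscle on NN-Veh replicate 02. The 4 genes of Supplementary Table 2, which the study chose, differed in their TU effect between UN-RG and NN pups by a median of 0.97, but they were chosen for the difference between UN-RG-TU and NN-TU, which is part of this value, and 2 genes of the table with the other sign carry no symbol here. In NN pups, which the paper's array analysis does not compare by TU, the median with TU was −0.93 for cell cycle genes and −0.27 for cytokines and chemokines, and 730 clusters passed the paper's thresholds (1132 without NN-TU replicate 07).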

How the results depend on the processing

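The settings that leave out the 4 arrays with transcripts of motile cilia or give them a term, and Tukey's biweight, were chosen only after the results were seen. Of 1151 alternative values of 64 gene results, 1120 kept their direction and side of the thresholds, 25 no longer passed, 6 passed only then and 0 reversed. Of 572 values of 38 list results these numbers were 486, 79, 6 and 1, the 1 being acute phase proteins with TU in UN-RG pups, whose median was 0.0740 without UN-RG-TU replicate 16 (adjusted p = 0.0463) and −0.242 without UN-RG-Veh replicate 09. *Casp1* passed the adjusted p in UN-RG-Veh under 15 of 18 settings (0.00147 to 0.450) and *Lyve1* under 16 (0.00101 to 0.274), both failing with the methods' t-test and without the 4 arrays, and *Casp1* also with the 2 groups alone (0.0814). With TU in UN-RG pups *Casp1* passed under 4 of 18 settings (0.0176 to 0.627) and *Lyve1* under 3 (0.0288 to 0.627). The causes of the following changes were not tested, except that fewer arrays or clusters enter some settings. Clusters with an adjusted p under 0.05 by limma were 1 with the 2 groups alone, 0 with the methods' t-test (721 past the paper's thresholds), 4 with a trend and robust prior, 0 without the 4 arrays (915) and 7 with their term for UN-RG (2 to 9 leaving out each array, 9 without UN-RG-Veh replicate 09). For TU in UN-RG pups they were 37 with a trend and robust prior and 69 with the term (0 to 46, 46 without UN-RG-Veh replicate 09 and 12 without UN-RG-TU replicate 14), and for the interaction 0 to 1 (1 without NN-TU replicate 07). In the other comparisons 0 passed in each setting. Past the paper's thresholds were 806 for TU in UN-RG pups with the methods' t-test, and 225 with that test, 260 with the filter on dim clusters and 908 without the 4 arrays for UN-RG-TU with NN-TU. Leaving out each array gave 857 to 1474 for UN-RG, 1035 to 1776 for TU in UN-RG pups, 634 to 1132 for TU in NN pups and 413 to 976 for UN-RG-TU with NN-TU (976 without UN-RG-TU replicate 14). List shifts with an estimated correlation and by fry were 0 and 7 for UN-RG, 5 and 12 for TU in UN-RG pups, 3 and 0 for TU in NN pups, 1 and 1 for UN-RG-TU with NN-TU, and 2 and 0 for the interaction. Without the 6 lists taken from the study's own tables they were 0 and 3, 2 and 7, 2 and 0, 0 and 0, and 1 and 0. With all lists the camera shifts, leaving out each array, were 22 to 26, 22 to 25, 8 to 18 (18 without NN-TU replicate 07, 17 without NN-Veh replicate 02), 3 to 15 (15 without NN-TU replicate 07, 12 without UN-RG-TU replicate 13, 3 without UN-RG-TU replicate 14) and 19 to 27. Enrichment in UN-RG-TU with NN-TU held for 1 list without the 4 arrays. The covariance was −0.0189 with the filter, −0.0387 with the same UN-RG-Veh arrays in both comparisons and −0.0197 to −0.00420 leaving out each array. The distance ratio was 0.939 over all clusters, 1.15 over these without the 4 arrays, 0.751 over list members and 0.194 to 0.477 leaving out each array. Signal limits genes near the controls, since only 53.9% of the clusters lay above the median of the antigenomic controls. The 5871 clusters that failed the filter do not measure this, since the filter cuts at a percentile of each array. No paired analysis was possible because the replicate numbers are not shared between groups. Undernourishment and litter size were set for dams and litters, and the dam and litter of each pup were not known here. All p-values treat the pups as independent, and they may be too small where pups of a group were littermates.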

Differences from the paper's values

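All 32 fold changes that could be read passed the paper's thresholds, and the 28 p-values lay within 1.24-fold of the paper's. All 32 had the paper's direction only with the 4 of Supplementary Table 2 read as NN-TU relative to UN-RG-TU. The gaps given next use the same reading. The largest gap of a fold change was 0.64 on the log2 scale. With group averages by Tukey's biweight, a setting chosen after seeing the values, all 32 came within 0.02 on the log2 scale, where 5 did with the mean. With the t-test the methods name, at least 27 of the 28 p-values lay more than 1.24-fold from the paper's, by up to 171-fold. That test thus does not give back the paper's p-values for the arrays. Supplementary Table 2 names genes not normalized by TU and gives a negative sign to *Actg2*, *Cep55*, *Vsig4* and *5730522E02Rik* under a heading that names NN-TU first. The values here were higher in UN-RG-TU than in NN-TU for all 4, a sign opposite to the heading's order in Supplementary Table 1, and none of them passed the paper's thresholds between UN-RG-Veh and NN-Veh. Table 3 and Supplementary Table 1 state a larger fold change as a condition than some of their genes reach. *Ptgs2* had a log2 fold change of −0.73 with UN-RG and *Casp1* −0.95 with TU, below 1 in size. The paper names carnitine metabolism and apoptotic cell clearance as found with UN-RG and not with TU. The lists used here are not its GO terms. In the carnitine list 5 genes were lower with UN-RG, no carnitine enzyme or transporter among them, and 5 higher with TU. Camera called the list with UN-RG (adjusted p = 0.0352, and adjusted p = 0.243 with an estimated correlation) and not with TU (adjusted p = 0.182). Of 20 clearance genes 8 passed the thresholds with TU against 4 with UN-RG, and camera called this list in both (adjusted p = 0.0276 and 0.0180, and adjusted p = 0.389 and 0.326 with an estimated correlation). The paper describes similar patterns of NN-Veh and UN-RG-TU on its principal components. The same was seen here on its genes, with a distance ratio of 0.339, and not over all clusters, with 0.939. The latter does not count against the paper, whose statement is about its own genes. Over all clusters the spread within the groups enters each distance, with SDs of 26.8 to 45.2 on the first component around group means of −8.53 to 6.15.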

Other observations

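The cell cycle list was picked for the test by splits, and the splits without the lists of the study were run, only after the results were seen. In NN pups, cell cycle genes were lower with TU. Of 17 measured, 14 were lower at the paper's thresholds and 0 higher (15 lower when adjusted over the list alone), with *Mki67*, the proliferation antigen, at a log2 fold change of −1.41 (SE 0.34, n = 4 arrays per group, adjusted p = 0.506 from limma), *Kif11*, a spindle motor, at −1.13 (SE 0.29, adjusted p = 0.630) and *Ube2c*, a ubiquitin enzyme of mitosis, at −0.94 (SE 0.24). The list median gave an adjusted p = 3.58e-28 by camera, adjusted p = 0.0461 with an estimated correlation and adjusted p = 0.0529 by fry. The mean of the list was 8.36 ± 0.20 (SD, n = 4) in NN-Veh, 7.46 ± 0.47 in NN-TU, 8.20 ± 0.20 in UN-RG-Veh and 7.75 ± 0.34 in UN-RG-TU. In UN-RG pups 5 of the 17 were lower with TU, with a median of −0.49 (adjusted p = 5.92e-08, and adjusted p = 0.183 with an estimated correlation). For the interaction the median was 0.48 (adjusted p = 1.59e-05, and adjusted p = 0.331 with an estimated correlation). Of 22 cytokines and chemokines 7 were lower with TU in NN pups and 0 higher (5 when adjusted over the list alone). *Ccl8* was at −2.10 (SE 0.45, adjusted p = 0.481), *Ccl7* at −1.71 (SE 0.53), *Ccl2* at −1.58 (SE 0.57, adjusted p = 0.845) and *Il6* at −0.82 (SE 0.25), and camera gave adjusted p = 6.99e-07, adjusted p = 0.0461 with an estimated correlation and adjusted p = 0.0748 by fry.

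Of 25 genes of the extracellular matrix 7 were lower with TU in NN pups and 0 higher (0 when adjusted over the list alone), with *Timp1*, an inhibitor of matrix proteases, at −1.24 (SE 0.43), *Postn*, periostin, at −0.73 (SE 0.24) and *Col6a3*, a chain of collagen VI, at −0.70 (SE 0.22). Camera gave adjusted p = 4.57e-09 and adjusted p = 0.286 with an estimated correlation. The genes of interferon-γ did not shift with TU in NN pups, at a median of 0.07 with 1 of 20 lower (adjusted p = 0.802). *Ces1f* and *Ces1d*, carboxylesterases of lipid metabolism, were higher at 2.01 (SE 0.56) and 1.27 (SE 0.44). By limma 0 clusters passed an adjusted p of 0.05 with TU in NN pups, where 1087 had an unadjusted p under 0.05, and the same holds for UN-RG-TU with NN-Veh (0, and 1361 unadjusted) and for the interaction (0, and 701 unadjusted). In the latter, mesothelium markers had a median of 1.31 (camera, adjusted p = 2.01e-08, and adjusted p = 0.138 with an estimated correlation) and NK genes −0.44 (adjusted p = 8.87e-09, and adjusted p = 0.0745 with an estimated correlation).

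The paper measured 7 genes by quantitative PCR in all 4 groups, and its statement on NN pups is about that assay. On the arrays, *S100a8* was at −1.18 with TU in NN pups (SE 0.44, adjusted p = 0.858) and passed the thresholds, but not without NN-Veh replicates 03 (−0.95) or 04 (−0.91) or NN-TU replicate 05 (−0.95). The others did not pass, with *Saa3* at −1.51 (SE 0.73), *Ubd* at −0.89 (SE 0.60), *Hpx* at 0.10 (SE 0.33), *Casp1* at 0.02 (SE 0.14), *Agt* at 0.26 (SE 0.32) and *Ptgs2* at −0.34 (SE 0.19). *Saa3* passed without NN-Veh replicate 02 (−1.85) or NN-TU replicate 07 (−2.07), *Ubd* without NN-TU replicate 07 (−1.36) and *Ptgs2* without NN-Veh replicate 02 (−0.48). *Adgre1*, which encodes F4/80, was at 11.40 ± 0.52 (SD, n = 4) in NN-Veh and 11.99 ± 0.14 in UN-RG-Veh, a log2 fold change of 0.59 (SE 0.33, adjusted p = 0.832), and at −0.59 with TU (SE 0.33, adjusted p = 0.709). *Itgax*, which encodes CD11c, was at 0.04 with UN-RG (SE 0.53) and −0.33 with TU, and *Cd163* at −0.29 (SE 0.21) and 0.19.

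Other splits of the arrays were run for each result over all genes. Such splits can put both arrays with transcripts of motile cilia of a comparison on one side, which the real grouping does not. These arrays differed from the others in 1786 clusters at an adjusted p under 0.05 (limma, with the groups as terms). Splits that keep them apart were not run, so that the shares of splits are a rough measure of chance. The count of list shifts holds 6 lists that the study chose on these arrays, so that their splits decide nothing, and the count over the other 37 was split as well. These were written with the paper known, and some cover terms that it reports from these arrays, such as NK cells, carnitine and interferon, so that chance is left open for their counts in the comparisons that rest on the same groups. With UN-RG, only 1 of 35 splits, the real one, gave 2 clusters with an adjusted p under 0.05 (at most 0 in the others). This is the smallest share that 35 splits allow (2.86%), and many results were split. The count was 0 with the methods' t-test, whose p-values lay far from the paper's. It was also 0 without the 4 arrays with transcripts of motile cilia, so that chance is left open for it. Chance is also left open for 23 shifts of the 37 lists (1 of 35, at most 17 in the others), of which 0 passed with an estimated correlation. It is not excluded for the 988 clusters past the paper's thresholds, since 6 of 35 splits gave as many, at most 1432 in the others. With TU in UN-RG pups chance is left open for 19 shifts of the 37 lists (1 of 35, at most 16 in the others), of which 2 passed with an estimated correlation, and not excluded for 1313 clusters (7 of 35, at most 1825). With TU in NN pups the cell cycle median of −0.93 was the largest in size (1 of 35), but another split reached 0.92 and the list was picked for its shift, so that chance is left open. It is not excluded for 730 clusters (18 of 35, at most 1577) or 9 shifts of the 37 lists (12 of 35, at most 15). For UN-RG-TU with NN-TU it is not excluded for 407 clusters (27 of 35, at most 1900). A split with several times the real count points to a structure of the arrays. The arrays with transcripts of motile cilia are a candidate for it, which was not tested. The 5 shifts of the 37 lists were reached by 29 of 35 splits (at most 17). For the interaction, 4 of 100 groupings, the real one among them, gave 18 shifts of the 37 lists or more (at most 21 in the others). Of the 37 lists 1 passed with an estimated correlation and 0 by fry, and chance is left open. Over all 43 lists the shifts were 27 with UN-RG (1 of 35, at most 20 in the others), 24 with TU in UN-RG pups (1 of 35, at most 19), 11 with TU in NN pups (6 of 35, at most 17), 6 for UN-RG-TU with NN-TU (24 of 35, at most 20) and 23 for the interaction (3 of 100, at most 27). Where 0 clusters passed an adjusted p of 0.05 by limma, every split gives at least as many and the splits decide nothing. This holds for 35 of 35 with TU in UN-RG pups (at most 1 in the others), with TU in NN pups (at most 1), for UN-RG-TU with NN-TU (at most 2) and with NN-Veh (at most 0), and for 100 of 100 in the interaction (at most 6).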
